# FoxO1-zDHHC4-CD36 S-acylation axis drives metabolic dysfunction in diabetes

**DOI:** 10.1161/CIRCRESAHA.124.325918

**Published:** 2025-05-13

**Authors:** Kaitlyn M.J.H. Dennis, Keshav Gopal, Claudia N. Montes Aparicio, Jiashuo Aaron Zhang, Marcos Castro-Guarda, Thomas Nicol, Ríona M. Devereux, Ryan D. Carter, Saara-Anne Azizi, Tong Lan, Ujang Purnama, Carolyn A. Carr, Gul Simsek, Eleanor K. Gill, Pawel Swietach, Oana Sorop, Ilkka H.A. Heinonen, Francesco Schianchi, Joost J.F.P. Luiken, Dunja Aksentijevic, Dirk J. Duncker, Bryan C. Dickinson, Sarah De Val, John R. Ussher, William Fuller, Lisa C. Heather

## Abstract

**Background:**

The fatty acid transporter CD36 is the gatekeeper of cardiac fatty acid metabolism. Preferential localisation of CD36 to the sarcolemma is one of the initiating cellular responses in the development of muscle insulin resistance and in the type 2 diabetic heart. Post-translational S-acylation controls protein trafficking, and in this study we hypothesised that increased CD36 S-acylation may underpin the preferential sarcolemmal localisation of CD36, driving metabolic and contractile dysfunction in diabetes.

**Methods and Results:**

Type 2 diabetes increased cardiac CD36 S-acylation, CD36 sarcolemmal localisation, fatty acid oxidation rates and triglyceride storage in the diabetic heart. CD36 S-acylation was increased in diabetic rats, *db/db* mice, diabetic pigs and insulin-resistant human iPSC-derived cardiomyocytes, demonstrating conservation between species. The enzyme responsible for S-acylating CD36, zDHHC4, was transcriptionally upregulated in the diabetic heart, and genetic silencing of zDHHC4 using siRNA or lentiviral shRNA decreased CD36 S-acylation. We identified that *zDHHC4* expression is under the regulation of the transcription factor forkhead box O1 (FoxO1), as FoxO1 binds to the promotor of zDHHC4 and induces its transcription, as assessed using ChIP-seq, ChIP-qPCR, luciferase assays and siRNA silencing. Diabetic mice with cardiomyocyte-specific FoxO1 deletion had decreased cardiac *zDHHC4* expression and decreased CD36 S-acylation, which was further confirmed using diabetic mice treated with the FoxO1 inhibitor AS1842856. Pharmacological inhibition of zDHHC enzymes in diabetic hearts decreased CD36 S-acylation, sarcolemmal CD36 content, fatty acid oxidation rates and triglyceride storage, culminating in improved cardiac function in diabetes. Conversely, inhibiting the de-acylating enzymes in control hearts increased CD36 S-acylation, sarcolemmal CD36 content and fatty acid metabolic rates in control hearts, recapitulating the metabolic phenotype seen in diabetic hearts.

**Conclusions:**

Activation of the FoxO1-zDHHC4-CD36 S-acylation axis in diabetes drives metabolic and contractile dysfunction in the type 2 diabetic heart.

## Abbreviations

CD36: fatty acid translocase/cluster of differentiation 36.
T2D: type 2 diabetes
zDHHC: zDHHC family of S-acyltransferases
FoxO: forkhead box O transcription factors
FA: fatty acid
PTM: post-translational modification
APT: acyl-protein thioesterases
IR: insulin resistance
CAV: caveolin
CMA: cyano-myracrylamide

## Introduction

Cardiovascular disease is the leading cause of mortality in type 2 diabetes (T2D) patients, due to the development of diabetic cardiomyopathy, increased incidence of myocardial infarction and accelerated progression of heart failure. There is a growing body of research demonstrating that abnormal cardiac metabolism is a key mechanism driving cardiac dysfunction in diabetes^1^. Diabetes causes a metabolic shift within the heart, increasing fatty acid oxidation and myocardial triglyceride storage, with concomitant decreases in glucose oxidation and glycolysis^2,3^. As such, T2D is a systemic metabolic disorder associated with a cardiac pathological overdependence on fatty acid utilisation^4^.

The primary step in cardiac fatty acid metabolism is uptake across the sarcolemma, and the fatty acid transporter CD36 is responsible for the majority of fatty acid uptake into the heart^5^. CD36 is an integral membrane protein that translocates from intracellular endosomes to the sarcolemma in response to stimuli, to increase fatty acid uptake and fuel onward metabolism^6^. In diabetes, CD36 is preferentially relocated to the sarcolemma mediating increased FA uptake, with increased sarcolemmal localisation identified as one of the earliest changes in the development of insulin resistance in skeletal muscle^7^. Therefore, metabolic dysfunction in diabetes is associated with abnormal CD36 trafficking, though the mechanisms driving this remain unclear.

Recently, a lipid post-translational modification (PTM), S-acylation, which regulates membrane trafficking of various proteins, has sparked interest in the field of metabolism. S-acylation involves the covalent addition of a long chain fatty acid, most commonly palmitate, to a cysteine thiol through a thioester bond^8^ (also referred to as S-palmitoylation). S-acylated proteins can undergo reversible cycles of S-acylation and de-S-acylation with timescales ranging from seconds to hours^8^. The S-acylation reaction is catalysed by zDHHC enzymes, and de-S-acylation reaction is catalysed by a family of enzymes including acyl protein thioesterases (APT) and α/β-hydrolase domain (ABHD) enzymes^8^. S-acylation of CD36 regulates its trafficking in adipocytes^9,10^.

This study sets out to investigate if S-acylation of CD36 is a driving force for metabolic and contractile dysfunction in the diabetic heart, and, critically, if pharmacologically targeting the S-acylation and de-S-acylation enzymes can reverse dysfunction in diabetes. Using a combination of rodent, pig and human tissue in combination with genetic and pharmacological *in vivo* and *ex vivo* approaches we demonstrate increased CD36 S-acylation in diabetes, which is conserved between species and is sufficient to drive metabolic and contractile dysfunction. We identify a novel FoxO1-zDHHC4-CD36 S-acylation axis, which causes relocation of CD36 to the sarcolemma, increasing fatty acid metabolism and decreasing cardiac function. Critically, we demonstrate that pharmacological inhibition of zDHHC activity directly, or indirectly via FoxO1 inhibition and decreased zDHHC4 expression, normalizes CD36 S-acylation and localisation, fatty acid metabolism and cardiac function in type 2 diabetes. Taken together, we demonstrate that activation of the FoxO1-zDHHC4-CD36 S-acylation axis drives metabolic and contractile dysfunction in the type 2 diabetic heart, which can be reversed by pharmacologically targeting the S-acylation enzymes.

## Methods

### Rat Model of Type 2 Diabetes

Type 2 diabetes (T2D) was induced as previously described, generating an early-stage model of the disease presenting with mild hyperglycemia, hyperlipidemia, and hyperinsulinemia^11,12^. Briefly, male Wistar rats (starting body weight ∼300 g; Envigo) were fed a high-fat diet (cat. no. 829197, 60% calories from fats; Special Diet Services) for 5 weeks, and on day 14 they received a single low-dose intraperitoneal (IP) injection of streptozotocin (25 mg/kg body wt). Control rats were fed a standard chow diet for 5 weeks. Experiments conformed to the Home Office Guidance on the Operation of the Animals (Scientific Procedures) Act, 1986, and were approved by a local ethics committee (University of Oxford, UK). Males have a higher prevalence of type 2 diabetes (estimated at 17.7 million more males than females worldwide)^13^, so this study focused on the effect in male animals.

### Mouse models of Type 2 Diabetes

Snap-frozen cardiac tissue from male 13-week C57BL/KsJ-lepr^*db*^/lepr^*db*^ (*db/db*) and lean control heterozygote (*db/*+) mice (Charles River, Italy) were investigated. Alpha-myosin heavy chain Cre (αMHC^Cre^) (The Jackson Laboratory) and cardiac-specific FoxO1 deficient (*Foxo1*^fl/fl^ αMHC^Cre^, hereafter referred to as *Foxo1*^Cardiac−/−^) littermates on a C57BL/6J background were generated as previously described^14^. αMHC^Cre^ mice were either fed a chow diet (αMHC^Cre^ Control), or a high fat diet (HFD, 60% kcal from lard, Research Diets D12492) for 10 weeks with a single IP injection of streptozotocin (75 mg/kg body wt) at 4 weeks (αMHC^Cre^ Diabetic). A subset of these diabetic mice received twice daily oral gavage with the FoxO1 inhibitor AS1842856 (100 mg/kg) (MedChemExpress LLC, USA) for the final 2 weeks of the dietary protocol (αMHC^Cre^ Diabetic + AS1842856). Cardiac-specific FoxO1 deficient (*Foxo1*^(Cardiac−/−)^ mice^14^ were either fed chow or underwent the same HFD/single IP injection of streptozotocin to induce diabetes as the littermate αMHC^Cre^ mice, to give models of both pharmacological and genetic FoxO1 inhibition on the same genetic and diabetes background. Neither *Foxo1*^(Cardiac−/−)^ mice or AS1842856-treated mice showed any difference in body weight or food intake when compared with their respective control^14^.

### Porcine model of Type 2 Diabetes

Frozen heart tissue (left ventricular free wall) from diabetic and control adult male Göttingen minipigs were studied^15^. Briefly, diabetes was induced in the swine by intravenous injections of streptozotocin (25mg/kg/day) over 3 days. One week later, the swine were fed a high fat and high sugar diet (25% saturated fats, 10% sucrose and 15% fructose) for 5 months, whereas the healthy control swine consumed normal pig chow^15^.

### Insulin resistant human induced pluripotent stem cell-derived cardiomyocyte (hiPSC-CM)

Human induced pluripotent stem cells (hiPSCs) (IMR90) were differentiated into cardiomyocytes and matured using our previously published protocol^16,17^. Insulin resistance was induced in the matured contracting hiPSC-CM as previously described^17^ and characterised^18^. Briefly, mature hiPSC-CM were cultured for 3 days in glucose-free insulin resistance media comprising DMEM no glucose, supplemented with 0.3 mM palmitic acid:BSA (bound 6:1), 1.7 µM insulin, 5 µg/mL vitamin B12, 0.5 mM vitamin C, 0.84 µM biotin, 1X nonessential amino acids, 0.1X Penicillin/Streptomycin and 10% horse serum. On day 4, the media was switched to insulin resistance media as described above but also containing 12 mM glucose and 3.4 µM insulin for an additional 3 days.

### Isolated Heart Perfusion

Hearts were isolated and arrested in ice-cold Krebs-Henseleit buffer, rapidly cannulated via the aorta, and then perfused in retrograde Langendorff mode according to our published protocol^12,19^. A fluid-filled PVC balloon connected to a pressure transducer was inserted into the left ventricle and inflated to give an end-diastolic pressure of 4–8 mmHg, and the left ventricle contracted against a constant afterload pressure of 100 mmHg. Left ventricular developed pressure was calculated as peak systolic minus end-diastolic pressure, and rate pressure product was calculated as the developed pressure multiplied by the heart rate. Hearts were perfused with recirculating Krebs-Henseleit buffer supplemented with 11 mM glucose, 0.4 mM palmitate (bound to BSA) and gassed with 95% O_2_ and 5% CO_2_, maintained at 37°C. For measurement of palmitate oxidation rates, this buffer was supplemented with 0.2 µCi/mL [9,10-^3^H] palmitate. Buffer aliquots were collected at 4-min intervals throughout the perfusion, and the conversion of ^3^H-palmitate into ^3^H_2_O was measured following Folch extraction, with the upper aqueous phase counted for radioactivity. For the low and high fat perfusions, the palmitate concentration of the KH buffer was decreased to 0.2 mM and increased to 1.2 mM, respectively, for 60 mins^20^. For the cyano-myracrylamide^21^ (CMA 100 µM) and ML348 (100 µM) perfusion experiments, the compounds were dissolved in DMSO and added into the perfusion buffer after cardiac function had been stable for 10 mins and recirculated for a further hour. T2D rat hearts were perfused with CMA and control rat hearts were perfused with ML348. Following perfusion, hearts were freeze-clamped on the cannula for subsequent analysis.

### Acyl resin-assisted capture (Acyl-RAC)

S-acylated proteins were purified from snap frozen tissue using acyl resin-assisted capture (Acyl-RAC)^22^. 10 mg of tissue was incubated in blocking buffer (2.5% SDS (w/v), 100 mM HEPES, 1 mM EDTA, pH 7.4) and free cysteines alkylated by addition of 100 mM N-ethylmaleimide and incubated at 40°C for 4 h. Excess maleimide was removed by acetone precipitation, protein pellets were washed with 70% acetone (v/v), dried and resolubilized in binding buffer (1% SDS (w/v), 100 mM HEPES, 1 mM EDTA, pH 7.4). S-acylated proteins were captured on thiopropyl sepharose resin in the presence of 200 mM hydroxylamine (pH 7.4) for 2.5 h at room temperature. An identical reaction in which hydroxylamine was replaced with 200 mM NaCl served as a negative control. Following capture of acylated proteins, the beads were extensively washed in binding buffer, and proteins were eluted by heating for 10 min at 60°C in SDS-PAGE loading buffer supplemented with 100 mM DTT. The input fraction (IF), negative control (-HA), and S-acylated (+HA) fractions were analysed to assess the enrichment of the S-acylated fraction, by dividing the +HA fractions by the IF.

### Acyl-PEG exchange

Acyl-PEG exchange was carried out using an established protocol^23^. Briefly, frozen tissue was incubated in blocking buffer (2.5% SDS (w/v), 100 mM HEPES, 1 mM EDTA, pH 7.4) and free cysteines alkylated by incubation with 100 mM N-ethylmaleimide at 40°C for 4 h. Excess maleimide was removed by acetone precipitation, protein pellets were washed with 70% (v/v) acetone, dried, then resolubilized in binding buffer (1% SDS (w/v), 100 mM HEPES, and 1 mM EDTA, pH 7.4). Acylated proteins were PEGylated using 2 mM 5 kDa PEG maleimide in the presence of 200 mM hydroxylamine (HA, pH 7.4) for 2 h at room temperature. An identical reaction in which HA was replaced with 200 mM NaCl served as a negative control.

### Subcellular fractionation

Separation of the sarcolemmal membrane fraction from intracellular endosomes (low-density microsomal fraction) was carried out as previously described^24,25^. Briefly, cardiac tissue was incubated in a high-salt solution (20 mM HEPES, 2 M NaCl, and 5 mM NaN_3_), followed by centrifugation, resuspension in fractionation buffer (20 mM HEPES, 250 mM sucrose, 2 mM EDTA, 1 mM MgCl_2_, 5 mM NaN_3_), and homogenization using a glass hand-held homogenizer. Differential centrifugation was used to separate the different membrane fractions.

### Molecular analyses

Cardiac triglyceride concentrations were measured using a Randox triglyceride assay kit following Folch extraction^11^. RNA was extracted from cells and tissue with a RNeasy mini kit (QIAGEN), with cDNA conversion carried out with a high-capacity RNA-to-cDNA kit (Applied Biosystems), using a SensoQuest Labcycler (Geneflow). Quantitative PCR amplification was performed with Power SYBR Green PCR Master Mix with 15 ng/well of cDNA, using a StepOnePlus Real-Time PCR System machine (Applied Biosystems). Relative gene expression was calculated using the 2^−ΔΔCt^ method, normalized to the housekeeper gene (Supplementary Table 1).

For western blotting analyses, tissue was lysed in ice cold lysis buffer and 10 μg protein was loaded onto SDS-PAGE gels and separated by electrophoresis. Primary antibodies were used (Supplementary Table 2), in combination with the relevant secondary antibodies (Abcam). Even protein loading and transfer were confirmed using ponceau S total protein staining as a housekeeping loading control, and blots were imaged using a Chemidoc XRS+ imaging system (Bio-Rad) and Image Studio Software.

### Bioinformatic analysis of the zDHHC4 promotor

Binding motifs for the FoxO1 transcription factor around the *zDHHC4* promoter were identified using the JASPAR Transcription Factors Track Settings (minimum score 300) on the UCSC browser using mouse sequence GRCm38/mm10 and rat sequence RGSC 5.0/rn5 sequence^26,27^. FoxO1 transcription factor binding data (assessed by ChIP-seq) in the adult mouse heart was previously published^28^ and deposited on GEO with accession number GSM4278011. Enriched H3K4Me3 binding (assessed by ChIP-seq) in mouse cardiomyocytes was previously published^29^ and deposited on GEO with accession number GSM5255561. Both datasets were visualized using IGV^30^.

### RNA Sequencing

RNA was extracted from hiPSC-CM using the Qiagen RNeasy Mini kit following the manufacturer’s protocol and sequenced using an Illumina stranded paired 150-bp poly-A enrichment protocol. FastQC (v 0.12.1) was used with default settings to assess read quality and check the trimming of sequencing adaptors. Trimming of Illumina adaptors and removal of low-quality reads (q < 20) was performed with trim-galore (v 0.6.10). Salmon (v 1.10.2) tools were used for transcript quantification using the GRCh38 primary assembly^31^. For differential expression analysis and normalisation of gene-level counts, the DESEQ2^32^ pipeline was used. Gene set enrichment analysis was performed using the FGSEA^33^ package, with genes ranked by the Wald test statistic from the differential expression analysis performed with DESEQ2 between control and insulin-resistant hiPSC-CMs. The transcription factor targets pathway from msigDB^34^ evaluated FOXO1 signalling. The genes determined to contribute to the enrichment (leading edge) were extracted and plotted as normalised and scaled data to visualise each pathway on a gene level. The GSVA algorithm^35^ calculated single sample level scores for the *FOXO1* targets. Data is available deposited on GEO with an at accession number GSE288708.

### ChIP-qPCR and Luciferase

The EZ chromatin immunoprecipitation (ChIP) kit (EMD Millipore) was used according to the manufacturer’s protocol. Briefly, differentiated H9c2 cardiac myocytes were transfected with *FoxO1* wild type (WT) plasmid for 24 h using Lipofectamine 2000 and treated with 1% formaldehyde to cross-link proteins to DNA following our previously published method^36^. Cells were lysed with protease inhibitors, sonicated to shear DNA into fragments, and incubated with antibody against FoxO1 or IgG (negative control) overnight. The purified DNA and input genomic DNA were analysed by real-time PCR (Supplementary Table 1).

Mouse zDHHC4 promoter (-2000 to +100) was synthesized (Biobasic Inc., Canada) and cloned in PGL3 basic vector at Sac I and HindIII sites. Differentiated H9c2 cardiac myocytes were transfected with either *FoxO1* WT (Addgene plasmid #12148), *FoxO3* WT (Addgene plasmid #8360), or *FoxO4* WT (Addgene plasmid #17549) plasmids along with *zDHHC4* promoter-luciferase construct for 24 hrs using Lipofectamine 2000 (Thermo, USA) as per manufacturer’s instructions. *FoxO1* WT and *FoxO4* WT were gifts from Domenico Accili (Addgene plasmid # 12148 and Addgene plasmid # 17549)^37^. FoxO3 WT was a gift from Michael Greenberg (Addgene plasmid # 8360)^38^. Cells were lysed in reporter lysis buffer and a luciferase assay was performed using the bright-glow luciferase assay system (Promega Corporation, USA) as per the manufacturer’s instructions. The luciferase activity was normalized to the total protein amount and presented relative to the empty vector used for overexpression.

### Cell silencing of FoxO1 and zDHHC4

FoxO1 and zDHHC4 were silenced in matured hiPSC-CM using 50 nM of the SMARTPool *FOXO1* siRNA (L-003006-00-0005) or *ZDHHC4* siRNA (L-016699-01-0005 Dharmacon) compared with non-target pool (D-001810-10-05) siRNA using DharmaFECT 1 transfection reagent, and cells were collected 48 hours post-transfection. FoxO1 was also silenced in mouse endothelial sEnd.1 cells^39^ using 50nM of the SMARTPool *Foxo1* siRNA (L-041127-00-0005) for 24 hours. zDHHC4 was also silenced in neonatal rat ventricular myocytes (NRVMs) using LVRU6GH lentiviral particles containing either scrambled control sequence (Control scramble shRNA) or *zDHHC4*-specific shRNA (*zDHHC4* shRNA) (Genecopoeia). NRVMs were isolated and cultured according to our previously published protocol^40^. Cells were transduced with viral particles at an MOI of 10 with polybrene at a final concentration of 10 μg/mL, and were harvested for acyl-RAC 4 days post transduction.

### Statistics

Results are either presented as means ± SEM or median ± a 95% confidence limit on the median, and were considered significant at *p* values <0.05, analysed (except where otherwise specified) with GraphPad Prism Version 10. Data was tested for normality in GraphPad using the Shapiro-Wilk test when *n* > 5. For comparisons between two groups, normally distributed data was analysed using a two-tailed unpaired *t-*test. If data was not normally distributed or *n* < 5, it was analysed using a non-parametric Mann-Whitney test. For data comparing more than 2 groups either a nonparametric equivalent of the one-way ANOVA, the Kruskal-Wallis test (with Dunn’s multiple comparison post hoc test) was performed in Prism; or, for two-by-two factorial designs an aligned ranks transform based nonparametric ANOVA (with post-hoc pairwise comparisons with correction using the Benjamini-Hochberg procedure) was performed in R (version 4.2.0) utilising the ‘ARTool’ package ^41–43^. The Aligned Ranks Transform is reported, in contrast to other methods of undertaking a nonparametric ANOVA such as the Scheirer Ray Hare test, to have less inflation of type 1 error and greater statistical power^44^. We have estimated post-hoc pairwise contrasts through the method described by Elkin et al ^45^, again with the false discovery rate controlled by Benjamini-Hochberg’s procedure. For these rank-based multigroup analyses, data are presented as median ± 95% confidence interval.

## Results

### Increased fatty acid metabolism in diabetes is associated with increased sarcolemmal CD36

Inducing type 2 diabetes (T2D) in the rat using a combination of high-fat diet and low-dose streptozotocin resulted in a mild model of T2D characterised by a 36% increase in fasting blood glucose, a 2-fold increase in non-esterified fatty acid (NEFA) concentrations and a 44% increase in fasting insulin concentrations, accompanied by increased adiposity with no significant differences in heart weight (Supplementary Table 3). Perfusing hearts in contracting Langendorff mode with ^3^H-palmitate demonstrated that fatty acid oxidation rates were increased by 25% in diabetic hearts (Figure 1A), resulting in a 66% increase in fatty acid oxidation per unit work (Figure 1B and Supplementary Figure 1), compared with control hearts. Furthermore, myocardial triglyceride concentrations were elevated by 65% in diabetes compared with controls (Figure 1C). CD36 is the predominant fatty acid transporter responsible for importing fatty acids into the cardiomyocyte. Total CD36 protein levels were not significantly different between groups, though was trending upwards in the diabetic hearts (Figure 1D-E). Subcellular fractionation of hearts demonstrated that the sarcolemmal content of CD36 was increased 2.2-fold (Figure 1F) in hearts from diabetic rats compared with controls, with no significant differences observed in CD36 within the endosomal compartment (Figure 1G). These results demonstrate that there is a preferential localisation of CD36 protein to the sarcolemma in diabetes, facilitating increased fatty acid uptake to fuel increased fatty acid oxidation and storage.

### CD36 S-acylation is increased in diabetes and conserved between species

The post-translational modification S-acylation mediates membrane trafficking of various proteins, therefore, we investigated if increased sarcolemmal CD36 in diabetic hearts was associated with increased S-acylation. Using acyl-RAC we measured CD36 S-acylation in diabetic and control hearts, and normalized this to CD36 in the input fraction (to correct for changes in total CD36 protein). CD36 S-acylation was increased 2-fold in hearts from diabetic rats compared with controls, after normalization for CD36 content (Figure 2A-B).

Thus, a greater percentage of the CD36 pool is S-acylated in diabetic rat hearts than in controls. Furthermore, using acyl-PEG, it was determined that CD36 is S-acylated on up to four cysteine residues (Figure 2C) in control and diabetic hearts. No evidence of S-acylation was observed for the other fatty acid transport protein FABPpm or the glucose transporters GLUT1 and GLUT4 (Supplementary Figure 2), suggesting that CD36 is selectively S-acylated among the main substrate transporters in the rat heart.

To determine if the increase in CD36 S-acylation was conserved across species and between models of type 2 diabetes, we investigated diabetic pigs, mice and insulin-resistant human cardiomyocytes. CD36 S-acylation was increased by 47% in diabetic pig hearts (Figure 2D), increased by 2-fold in leptin receptor-deficient *db/db* mouse hearts (Figure 2E), and increased by 2.5-fold in insulin resistant (IR) human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CM) (Figure 2F), compared with their respective controls.

### Diabetes increases the expression of the S-acylating enzyme zDHHC4

We next investigated the mechanism driving increased CD36 S-acylation in diabetes. As palmitoyl-CoA is the main substrate for S-acylation, we investigated whether acutely increasing palmitate supply to the heart would increase CD36 S-acylation. Healthy rat hearts were perfused for 1 hour with low (0.2mM) or high (1.2mM) palmitate, causing no significant differences in cardiac function between groups (Supplementary Figure 3). Fatty acid oxidation rates were increased 3.8-fold in the high-fat perfused hearts (Supplementary Figure 3F). However, CD36 S-acylation significantly decreased in the high-fat perfused cohort compared with the low-fat group (Figure 3A-B), independently of changes in CAV3 S-acylation (Supplementary Figure 3B). Therefore, an increase in substrate availability for the zDHHCs does not directly drive enhanced CD36 S-acylation in intact beating hearts.

The main regulatory enzymes mediating CD36 S-acylation are zDHHC4 and zDHHC5^10^, and the main de-S-acylating enzyme is APT1^9^, therefore, the expression of these proteins was investigated in diabetes (Figure 3C). APT1 displayed no significant differences in total protein or mRNA expression between control and diabetes (Figure 3D-E), similarly zDHHC5, which tethers CD36 to the sarcolemma and protects it from de-S-acylation, showed no significant differences in total protein or mRNA expression between diabetic and control hearts (Figure 3F-G). However, zDHHC4, which S-acylates CD36 at the Golgi to target it for trafficking to the sarcolemma, displayed a 2.4-fold increase in protein abundance (Figure 3H) and a 73% increase in mRNA expression in diabetic hearts compared with controls (Figure 3I). These findings were recapitulated in a mouse model of T2D where *zDHHC4* mRNA was increased 82% in diabetic mouse hearts compared with controls (Figure 3J).

### The transcription factor FoxO1 drives enhanced zDHHC4 expression

To identify the transcription factor responsible for increased *zDHHC4* expression in diabetes we examined its promotor region using the JASPAR Transcription Factor Track Settings, an open-access database of transcription factors binding profiles, visualised on the UCSC browser (Figure 4A). This identified 5 binding motifs for the FoxO1 transcription factor conserved within both mouse and rat *zDHHC4* promotor sequences. Further, examination of ChIP-seq datasets in adult mouse hearts^28^, also revealed an enrichment of direct FoxO1 binding over the *zDHHC4* promotor.

Differential expression analysis was used to capture the global differences in gene expression within our insulin-resistant hiPSC-CM model. 

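The RNA came from hiPSC-CM of the IMR90 line, an established line of human induced pluripotent stem cells. Insulin-resistant hiPSC-CM had been cultured for 3 days without glucose in 0.3 mM palmitate, 1.7 µM insulin and horse serum. For 3 more days this medium, still with palmitate and serum, also held 12 mM glucose, with insulin at 3.4 µM. Control hiPSC-CM had stayed in maturation medium, whose composition the paper's text does not list. The comparison used 5 control and 5 insulin-resistant libraries. The authors had trimmed the poly(A)-enriched, stranded read pairs and quantified transcripts with Salmon, and they deposited whole-number estimated counts per gene without normalization. Control libraries held 25510508 to 28287574 counts (median 27065655), and insulin-resistant libraries 24582169 to 30304175 counts (median 26114990). Salmon shares ambiguous reads among similar transcripts by a model, so counts of closely related genes are estimates. From these counts, genes with enough reads were selected by edgeR's filterByExpr, libraries were scaled by the TMM method, and the groups were compared by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Levels of single genes are given as CPM, the count scaled to library size.

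Of 17033 genes tested, 3809 (22.4%) had an adjusted p-value under 0.05, of which 1811 were higher and 1998 lower in insulin-resistant hiPSC-CM. The change was at least 2-fold in 448 of these genes, 80 higher and 368 lower. In 2608 of the 3809 genes, every insulin-resistant library lay on one side of every control library. Such separation was seen in 16.6% of all genes tested, and chance alone would give 0.794%. The alternative that moved the count the most left out control replicate 3 and gave 2928 genes. Among genes with a symbol whose groups were separated in this way and whose mean log2 CPM was at least 1, the largest rise was in ATF3 (chromosome 1, 212565334 to 212620777, GRCh38), which was at 16.6 ± 1.37 CPM in control and 80.7 ± 41.5 CPM in insulin-resistant hiPSC-CM (SD, n = 5 each), with a log2 fold change of 2.28 (standard error 0.34, adjusted p = 0.00148). LINC01182 rose from 1.14 ± 0.374 to 5.01 ± 1.08 CPM (log2 fold change 2.13), OTUD1 from 15.6 ± 0.976 to 63.8 ± 26.0 CPM (log2 fold change 2.03) and EGR1 from 39.6 ± 2.63 to 144 ± 63.9 CPM (log2 fold change 1.87). The libraries differed widely in ATF3, EGR1 and OTUD1 within the insulin-resistant group. The largest fall was in LINC01614 (chromosome 2, 215718043 to 215720944), which was at 9.81 ± 1.54 CPM in control and 1.72 ± 0.836 CPM in insulin-resistant hiPSC-CM (SD, n = 5 each), with a log2 fold change of -2.49 (standard error 0.23, adjusted p = 3.80e-06). APCDD1L fell from 7.76 ± 3.24 to 1.40 ± 0.395 CPM (log2 fold change -2.46), SRGN from 3.48 ± 1.55 to 0.653 ± 0.400 CPM (log2 fold change -2.38), FOXQ1 from 5.69 ± 1.07 to 1.14 ± 0.620 CPM (log2 fold change -2.31) and KCNS1 from 5.29 ± 0.967 to 1.10 ± 0.605 CPM (log2 fold change -2.25).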

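The FOXO1 targets examined here were the 67 genes whose labels could be read with certainty in the heat map of Fig. 4B, because the complete gene set was not used here. The study had chosen these genes for their contribution to the enrichment in these libraries, so their direction is a description and not independent evidence. All but NRN1L had enough counts to be tested. Of these 66 genes, 66 were higher in insulin-resistant hiPSC-CM, with a median log2 fold change of 0.28 and a range of 0.11 to 0.94. The adjusted p-value was under 0.05 in 31 of them over all genes tested and in 42 when adjusted over the list alone. As a set, the genes had a camera p-value of 1.11e-14 (two-sided, preset correlation between genes of 0.01). The set also passed under fry, with a p-value of 3.74e-05, and under camera with an estimated correlation, which moved it the most, to a p-value of 0.0136. With fgsea on the DESeq2 Wald statistic, the procedure the paper names, the p-value of the list was 2.74e-26. Of 100 splits of the 10 libraries, the real one included, 4 gave a camera p-value as small. Adding 11 genes whose labels were read with less certainty left 76 of 77 genes higher. The exception, named because of its value, was SLC35A2 at a log2 fold change of -0.29 (adjusted p = 0.0138), whose label was among the less certain ones. In the same libraries, 15 cardiomyocyte markers had a median log2 fold change of 0.42 and 10 fibroblast markers of -0.75. Whether a change of cell shares accounts for the rise of the Fig. 4B genes in normoxia was not tested.

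Of the list, SH3GL3 (chromosome 15, 83447228 to 83618743) had the smallest p-value and was at 23.5 ± 1.60 CPM in control and 36.9 ± 3.03 CPM in insulin-resistant hiPSC-CM (SD, n = 5 each), with a log2 fold change of 0.65 (standard error 0.08, adjusted p = 1.38e-05). GATA6 (chromosome 18, 22169589 to 22202528), a cardiac transcription factor, was at 124 ± 3.32 CPM in control and 182 ± 17.9 CPM in insulin-resistant hiPSC-CM (SD, n = 5 each), with a log2 fold change of 0.55 (standard error 0.07, adjusted p = 2.09e-05). FGF12 (chromosome 3, 192139390 to 192767764) had the largest rise of the 66 genes and was at 34.3 ± 4.88 CPM in control and 65.9 ± 9.72 CPM in insulin-resistant hiPSC-CM (SD, n = 5 each), with a log2 fold change of 0.94 (standard error 0.11, adjusted p = 2.21e-05). TRIM63 (chromosome 1, 26051301 to 26068436), a ubiquitin ligase of muscle, had a log2 fold change of 0.53 (adjusted p = 3.26e-05), and IGSF1 (chromosome X, 131273506 to 131578899) of 0.48 (adjusted p = 0.000262).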

The FOXO1 targets pathway was significantly enriched in genes ranked by the global differential expression comparison (Figure 4C-D). Visualising the genes contributing to this enrichment demonstrates observable differences and robustly clusters the control and insulin-resistant groups (Figure 4B). Furthermore, calculating single sample enrichment scores for the FOXO1 pathway confirms significantly increased expression for this pathway in the insulin-resistant hiPSC-CMs for the genes belonging to the pathway (Figure 4C). Thus, FoxO1 target genes are upregulated in the insulin resistant state.

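Clustering was repeated on z-scores of log2 CPM of 66 genes read from Fig. 4B, with Euclidean distance and complete linkage, since the paper's text does not name its settings. When the tree was divided into 2 clusters, 0 of the 10 libraries fell on the wrong side, and the same held for average linkage and in each of the 10 trees that left out 1 library. With 1 minus the Pearson correlation as the distance, 5 libraries were misplaced, and with all genes tested in place of the list, 2 were misplaced, insulin-resistant replicates 2 and 5. Of 1000 random lists matched on mean expression, 194 (19.4%) parted the groups without a misplaced library. Single genes varied in how firmly they separated the groups. LMO3 had one of the largest log2 fold changes, 0.83, with a standard error of 0.46 and an adjusted p-value of 0.216, and was chosen here after its values were seen.

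**Figure D1:**
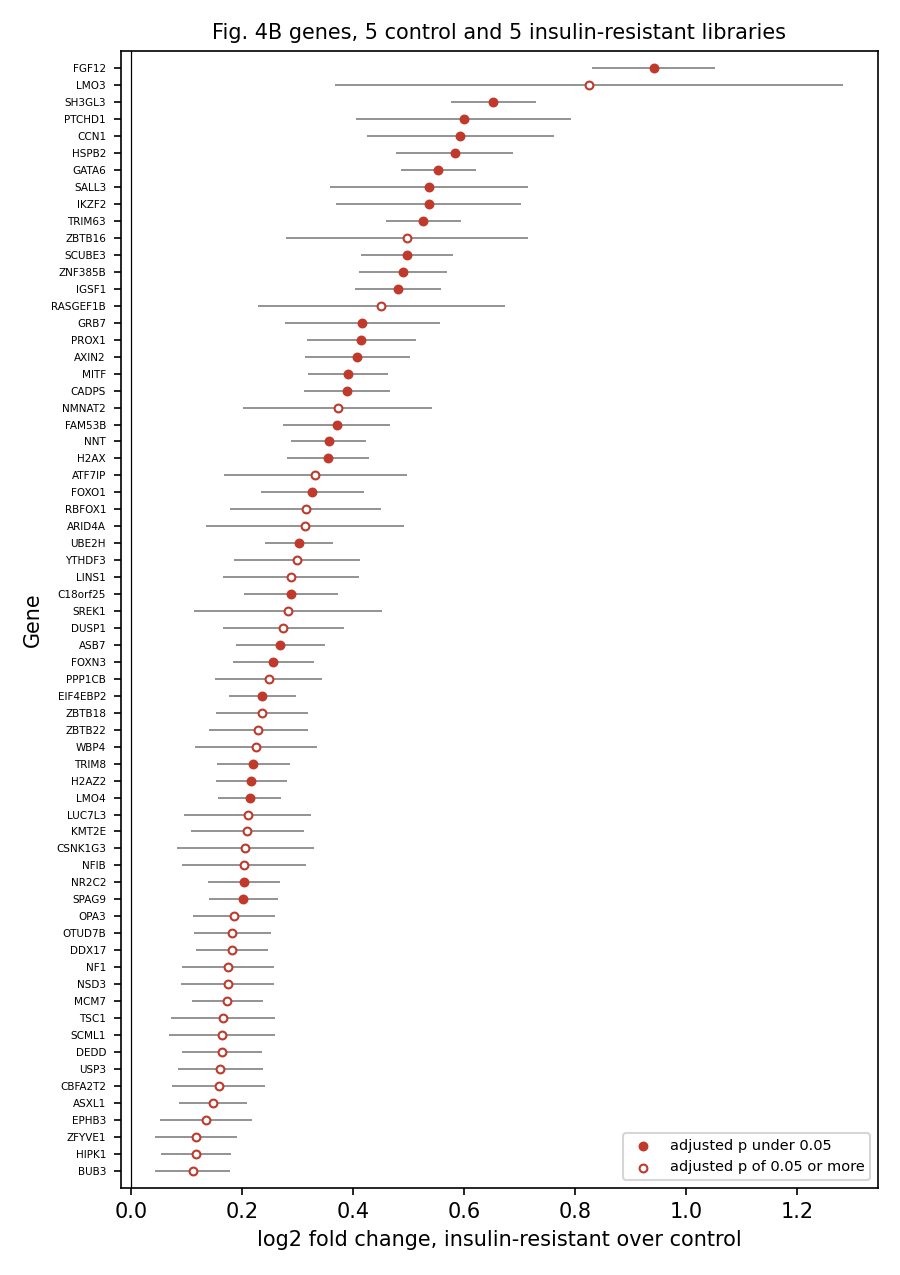
Log2 fold change of each of the 66 Fig. 4B genes tested, insulin-resistant over control hiPSC-CM (5 libraries each), on the horizontal axis, with genes on the vertical axis and bars of 1 standard error. Every point lies above 0, between 0.11 and 0.94, and the 31 filled points have an adjusted p-value under 0.05.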

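GSVA turns the ranks of a set's genes within one library into a score, positive where the set ranks high compared with the other libraries. Scores were calculated over the 10 libraries from log2 CPM and the genes read from Fig. 4B, which had been picked on the same libraries. The score was -0.504 ± 0.120 (SD, n = 5) in control hiPSC-CM, from -0.630 to -0.311. In insulin-resistant hiPSC-CM it was 0.512 ± 0.122 (SD, n = 5), from 0.348 to 0.688. The means differed by 1.02, which exceeded the spread among replicates (two-sided exact permutation test, p = 0.00794, the smallest p that 5 libraries against 5 allow). The difference was 0.974 with the less certain gene labels added. With a mean z-score over the list in place of GSVA, on a scale of its own, it was 1.34.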

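FOXO1 itself (chromosome 13, 40555667 to 40666641) is one of the genes in Fig. 4B. Its mRNA was at 26.4 ± 3.30 CPM in control and 33.1 ± 2.94 CPM in insulin-resistant hiPSC-CM (SD, n = 5 each), a log2 fold change of 0.33 (standard error 0.09, adjusted p = 0.0173). The adjusted p-value of FOXO1 rose to 0.0637 without control replicate 3 and to 0.0644 without control replicate 4, and ranged from 0.00393 to 0.0644 over all alternatives. FOXO3 and FOXO4 had log2 fold changes of 0.07 (adjusted p = 0.480) and 0.11 (adjusted p = 0.428), and how Salmon divided reads between FOXO3 and its near copy FOXO3B is not known.

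A list of 25 known FOXO targets, compiled before the data were examined and sharing 1 gene (TRIM63) with the names read from Fig. 4B, was tested in the same libraries. PCK1 and IGFBP1 had too few counts to be tested. Of the other 23 genes, 16 were higher in insulin-resistant hiPSC-CM, and the median log2 fold change was 0.16. The adjusted p-value was under 0.05 in 11 genes, 9 of them higher, and in 13 when adjusted over the list alone. The list had a camera p-value of 0.00135 and a fry p-value of 0.000906, but with an estimated correlation between genes the p-value was 0.0985, and 11 of 100 splits of the 10 libraries, the real one included, gave a camera p-value as small. PDK4 (chromosome 7, 95583499 to 95596516), a kinase that restrains glucose oxidation, was at 7.59 ± 0.809 CPM in control and 17.1 ± 1.99 CPM in insulin-resistant hiPSC-CM (SD, n = 5 each), with a log2 fold change of 1.18 (standard error 0.10, adjusted p = 1.40e-06). The list also held genes that fell, the furthest being DDIT4 at a log2 fold change of -1.89 (adjusted p = 7.62e-07), named because of its value. PDK4 is also in a separate list of 21 genes of fatty acid metabolism, which rose by a median of 0.20. The insulin-resistant medium held palmitate, so the rise of PDK4 cannot be assigned to FOXO factors here.

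A further set of genes was defined by sequence alone. The FOXO motif TGTTTAC was present on either strand from 2000 bp upstream to 100 bp downstream of the start of 3634 of the 16879 tested genes with a promoter sequence. Their median log2 fold change was 0.02, with a camera p-value of 0.478. Binding at these motifs was not measured in these libraries. So short a sequence occurs by chance in many promoters, so the set may hold few bound genes. Its lack of change therefore says little about FOXO1 activity. The paper reasons from the enrichment of the pathway among ranked genes, the clustering by the contributing genes and the single-sample scores (Fig. 4B-D) to a higher expression of FoxO1 target genes under insulin resistance.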

To confirm binding of FoxO1 to the *zDHHC4* promotor we performed ChIP-qPCR experiments in H9c2 cardiomyocytes overexpressing empty vector or FoxO1, using primers designed to the *zDHHC4* promotor that *in silico* analysis had identified as a potential FoxO1 binding region. This demonstrated significant 80-fold enrichment of the *zDHHC4* promotor following FoxO1 immunoprecipitation in the FoxO1 overexpressing cardiomyocytes, with negligible enrichment using IgG control antibody (Figure 4E). Additionally, we transfected H9c2 cardiac myocytes with *FoxO1* WT plasmid along with a luciferase reporter construct encoding the *zDHHC4* promoter. We found that *FoxO1* overexpression significantly increased luciferase activity 6-fold using this *zDHHC4* reporter construct, compared with the empty vector control (Figure 4F). Conversely, transfection of a plasmid encoding for other *FoxO4* WT overexpression did not increase luciferase activity via the *zDHHC4* reporter construct.

### A FoxO1-zDHHC4-CD36 S-acylation axis in diabetes

Using a variety of genetic approaches we next demonstrated a FoxO1-zDHHC4-CD36 S-acylation axis, which is upregulated in the T2D heart. In hiPSC-CM and endothelial cells, *FoxO1* siRNA decreased the expression of *zDHHC4* by 22% and 40%, respectively, when compared with control non-target pool (NTP) siRNA (Figure 5A-B, Supplementary Figure 4). However, there was no decrease in the expression of *ZDHHC5* upon FoxO1 silencing in hiPSC-CM (Figure 5C). Additionally, *ZDHHC4* siRNA transfection decreased CD36 S-acylation by 60% in hiPSC-CM (Figure 5D-E, Supplementary Figure 4). Similarly, lentivirus transduction of shRNA to *zDHHC4* decreased CD36 S-acylation by 70% compared with scramble lentivirus shRNA in neonatal rat ventricular myocytes (Figure 5F-G, Supplementary Figure 4).

To confirm this FoxO1-zDHHC4-CD36 S-acylation axis was of relevance in T2D *in vivo*, we investigated the effects of FoxO1 genetic silencing or pharmacological inhibition in diabetic mice. Induction of diabetes in *α*MHC^Cre^ Control mice increased *zDHHC4* expression by 78% (Figure 5H) and increased CD36 S-acylation 1.8-fold (Figure 5I-J). Inducing diabetes in the FoxO1-deficient littermates (*Foxo1*^Cardiac-/-^) prevented this response, with no significant increase in *zDHHC4* expression or CD36 S-acylation relative to controls in response to diabetes. We further confirmed this pharmacologically using AS1842856, which blocks the transcriptional activity of FoxO1^14,36^. Pharmacologically treating diabetic *α*MHC^Cre^ mice with AS1842856 decreased *zDHHC4* mRNA levels by 32% (Figure 5K) and decreased CD36 S-acylation by 47% compared with vehicle-treated diabetic *α*MHC^Cre^ mice (Figure 5L,J). These changes in CD36 S-acylation following manipulation of FoxO1 were not seen for other S-acylated proteins such as CAV3 (Supplementary Figure 4). Therefore, these results demonstrate a FoxO1-DHHC4-CD36 S-acylation axis, which is upregulated by diabetes.

### Decreasing CD36 S-acylation in diabetic hearts using the zDHHC inhibitor CMA corrects metabolic and contractile dysfunction

To determine if increased CD36 S-acylation contributes to the cardiac metabolic and contractile dysfunction in diabetes, we infused the zDHHC inhibitor CMA into diabetic hearts (Figure 6A). In diabetic hearts, treatment with CMA resulted in a 34% decrease in CD36 S-acylation levels (Figure 6B-C), compared with untreated diabetic hearts. This decrease in CD36 S-acylation was associated with a 24% decrease in CD36 localisation to the sarcolemma (Figure 6D). CMA treatment of diabetic hearts decreased fatty acid oxidation rates by 21% (Figure 6E) and decreased myocardial triglycerides by 48% (Figure 6F). This direction of metabolic remodelling induced by CMA was towards that seen in control hearts. These improvements in metabolism were accompanied by a 43% increase in cardiac function, as measured by rate pressure product, which was driven by improvements in developed pressure and d*P*/d*t* (Figure 6G and Supplementary Figure 5). Collectively, these data demonstrate that CMA treatment in diabetes decreases CD36 S-acylation and localisation at the sarcolemma, which improves dysregulated lipid metabolism and enhances cardiac function.

### Pharmacologically increasing CD36 S-acylation in control hearts recapitulates the diabetic cardiac metabolic dysfunction

ML348 is a well-characterized inhibitor of the de-acylating enzyme APT1 (Figure 7A). We investigated whether increasing S-acylation of CD36 in a healthy heart would upregulate fatty acid metabolism, mirroring the metabolic phenotype of the diabetic heart. In control hearts, treatment with the APT1 inhibitor ML348 increased CD36 S-acylation by 32% compared with untreated control hearts (Figure 7B-C). This increase in CD36 S-acylation was associated with a 50% increase in CD36 localisation to the sarcolemma (Figure 7D), a 30% increase in fatty acid oxidation rates (Figure 7E) but with no significant increase in myocardial triglyceride concentrations (Figure 7F) in hearts treated with ML348 compared with untreated controls. Finally, these metabolic changes were associated with a strong trend towards decreased cardiac function (p= 0.055) (Figure 7G), with a significant decrease in heart rate following ML348 treatment (Supplementary Figure 6). Taken together, these metabolic changes induced by inhibiting de-acylation in control hearts recapitulate the metabolic phenotype of the T2D heart, indicating a critical role for CD36 S-acylation in the development of cardiac metabolic dysfunction in diabetes.

## Discussion

Here we show that CD36 S-acylation is increased in the diabetic heart due to increased expression of the S-acylating enzyme zDHHC4, upregulated by the transcription factor FoxO1. Inhibiting S-acylation decreases CD36 localisation at the sarcolemma, correcting the excessive fatty acid metabolism and improving contractile function in diabetes. Conversely, increasing CD36 acylation in healthy hearts recapitulates the increased CD36 S-acylation, membrane relocalisation and lipotoxic phenotype associated with diabetes. Thus, activation of the FoxO1-zDHHC4-CD36 axis drives metabolic dysfunction in diabetes.

### CD36 S-acylation is increased in diabetic hearts fueling increased fatty acid metabolism

As the predominant FA transporter in the heart, CD36 sits as the metabolic gatekeeper governing fatty acid uptake into the myocardium and determining onward metabolism into oxidative and storage pathways^5^. Due to metabolic crosstalk between pathways as described by the Randle cycle^46^, changes in CD36 activity regulate the utilisation of other fuels and overall cardiac fuel preference. Preferential sarcolemmal relocalisation of CD36 from intracellular vesicles to the plasma membrane has been identified as one of the first changes within muscle in response to a diabetogenic diet in rodents^7,47^ and humans^48^, which in time is accompanied by an increase in CD36 total protein content as diabetes progresses^49^. As such, understanding what drives this initial relocalisation of CD36 to the membrane has been an active area of interest in many pathologies. In our mild model of diabetic cardiomyopathy, we have shown that a greater proportion of the CD36 pool in the heart is S-acylated, and that these findings were conserved across diabetic and insulin resistant species, including rat, mouse, pig and human. Although our insulin resistant hiPSC-CM are a model generated by replicating only some of the metabolic drivers of T2D^18^, the magnitude of increase in CD36 S-acylation between the cardiomyocyte and *in vivo* models was conserved.

S-acylation not only regulates membrane trafficking of target proteins but enhances membrane affinity through enhanced hydrophobicity^8^, which would provide a mechanism responsible for driving and maintaining a greater proportion of CD36 at the sarcolemma. Using acyl-PEG, CD36 was shown to be S-acylated on up to four cysteines in the heart, and others have shown that mutating these four cysteine residues located within the cytoplasmic tails of CD36 prevented translocation of the transporter to the membrane in response to physiological stimuli^6^. Greater S-acylation of the CD36 pool and subsequent localisation to the sarcolemma would increase influx of fatty acids into the heart, fuelling the increased fatty acid oxidation and myocardial triglyceride content consistently demonstrated in both patients^2,3^ and animal models of diabetes^50,51^.

### Increased CD36 S-acylation is driven by a FoxO1-zDHHC4-CD36 axis in diabetes

Understanding the molecular mechanism responsible for increased CD36 S-acylation is critical for identifying the drivers for metabolic dysfunction in diabetes. In adipocytes, elegant studies have shown that both zDHHC4 and zDHHC5 are required for CD36 S-acylation and trafficking to the membrane^10^. Specifically, these two S-acylating enzymes work at different steps in the pathway, with zDHHC4 sending CD36 from intracellular compartments to the membrane, whereas zDHHC5 retains it at the plasma membrane upon arrival^10^. Here we demonstrate that *zDHHC4* is transcriptionally upregulated in diabetic hearts providing increased capacity for S-acylation, with no changes in *zDHHC5* or *APT1* expression. Additionally, silencing *zDHHC4* in cardiomyocytes and endothelial cells is sufficient to decrease CD36 S-acylation.

To our knowledge, we are the first to identify that *zDHHC4* is transcriptionally regulated by the FoxO1 transcription factor. Using a combination of *in silico* analyses, genetic cellular studies, pharmacological approaches and cardiomyocyte-specific knockout mice we demonstrate that the upregulation of *zDHHC4* in diabetes is mediated by activation of the FoxO1 transcription factor. We demonstrate that FoxO1 binds to the promotor of the *zDHHC4* gene, inducing transcription of this S-acylating enzyme. Targeting FoxO1 was able to decrease *zDHHC4* and CD36 S-acylation, processes that were upregulated in the diabetic myocardium. Cardiac FoxO1 is known to be stimulated in diabetes^52,53^, and its inhibition, through cardiac-specific FoxO1 deficient mice (*FoxO1*^Cardiac-/-^), was able to correct overall cardiac substrate metabolism^14^. Thus, by identifying the axis between FoxO1-zDHHC4-CD36, we now provide a new mechanism to explain how FoxO1 dysregulates metabolism and contractile function in the diabetic heart. Nonetheless, as many genes involved in the regulation of metabolism, oxidative stress, and inflammation are under the transcriptional control of FoxO1^54^, it is likely that actions independent of the FoxO1-zDHHC4-CD36 axis also contribute to how FoxO1 inhibition alleviates diabetes-related cardiac dysfunction. As an example, FoxO1 decreases glucose oxidation in the heart via promoting transcription of *Pdk4*, thereby increasing expression of pyruvate dehydrogenase (PDH) kinase 4, which phosphorylates and inactivates PDH, the rate-limiting enzyme of glucose oxidation^36^. Moreover, pharmacological inhibition of FoxO1 fails to alleviate diastolic dysfunction in diabetic mice with a cardiac-specific deficiency of PDH^14^, illustrating that increases in PDH activity and glucose oxidation contribute to how FoxO1 inhibition improves cardiac function in T2D.

### Pharmacological control of S-acylation can regulate metabolism and function of the heart

Given that abnormal metabolism is one of the hallmarks of diabetic cardiomyopathy and has been shown to directly contribute to contractile dysfunction, strategies to correct metabolism have been of growing interest for treating the diabetic heart. We postulated that if increased S-acylation was one of the drivers for metabolic dysfunction then strategies that decrease CD36 S-acylation should be beneficial in diabetes, and, to the contrary, strategies that increased CD36 S-acylation should be deleterious in control heart by recapitulating the diabetic phenotype. To test the beneficial effects of decreased CD36 S-acylation on cardiac metabolism and function, we utilized the S-acylation inhibitor CMA. CMA has been shown to have greater specificity for the zDHHC enzymes with limited effects on the APTs, compared with other S-acylation inhibitors such as 2-BP^21^. CMA decreased CD36 S-acylation, sarcolemmal CD36 and lipid metabolism, while simultaneously improving cardiac function in diabetic hearts, more closely resembling a control heart. This data demonstrates that diabetic hearts retain metabolic flexibility in response to zDHHC inhibition, and that the negative effects of metabolism on function can be rapidly reversed in our mild model of diabetes. In contrast, the well-characterized APT1 inhibitor ML348 upregulated CD36 S-acylation in control hearts, and this was sufficient to recapitulate the metabolic dysfunction of diabetes. While these pharmacological agents are unable to confer specificity for the various targets of these S-acylating and de-acylating enzymes, particularly as identifying the targets of these enzymes is still in its infancy, they provide proof of concept that S-acylation is critical for regulating metabolism, and plays a key role in diabetic heart disease development.

In conclusion, CD36 S-acylation is increased in the diabetic heart driving sarcolemmal relocalisation of CD36, resulting in increased fatty acid metabolism. Activation of the FoxO1 transcription factor in diabetes upregulates the transcription of the S-acylating enzyme zDHHC4, driving increased CD36 S-acylation and membrane relocalisation. Pharmacological approaches to modulate S-acylation regulate CD36 localisation, fatty acid metabolism and cardiac function. This work therefore provides a novel FoxO1-zDHHC4-CD36 axis to explain the metabolic dysfunction in the diabetic heart, and that pharmacologically targeting the regulatory enzymes involved in CD36 S-acylation is an attractive target for treatment of the diabetic heart.

## Supplementary Material

325918 Data Supplement

325918 Uncut Gel Blots

## Figures and Tables

**Figure 1:**
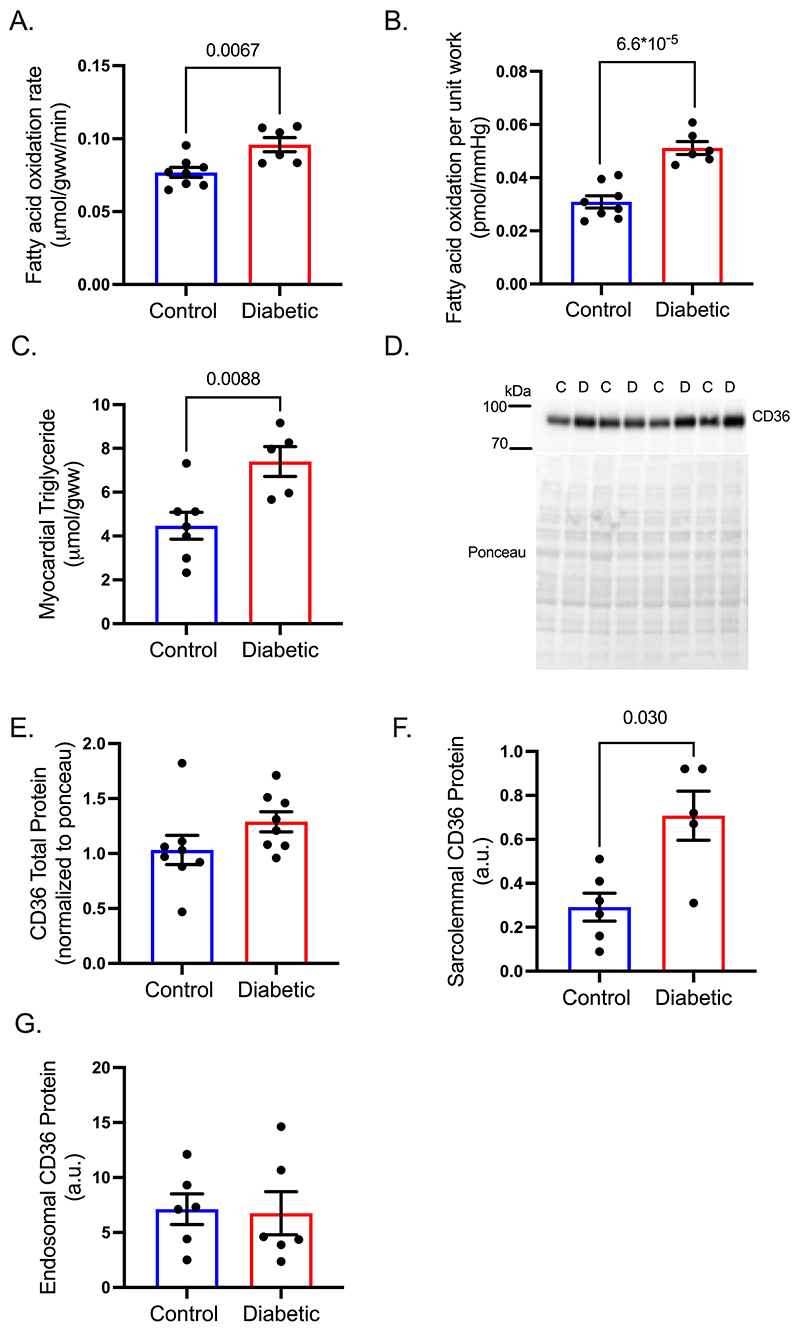
Diabetes increases cardiac fatty acid metabolism associated with increased sarcolemmal CD36. Diabetic hearts had increased fatty acid oxidation rates (**A**), fatty acid oxidation per unit work (**B**), and myocardial triglyceride concentrations (**C**), compared with control hearts. Total CD36 protein (**D-E**) was not significantly increased but sarcolemma content of CD36 was increased in diabetic hearts compared with controls (**F**), with no significant differences in endosomal CD36 content (**G**). Data (A,B,E,G) were compared using a two-tailed unpaired *t* test and (C,F) were compared using a Mann-Whitney test (data show the mean ± SEM).

**Figure 2:**
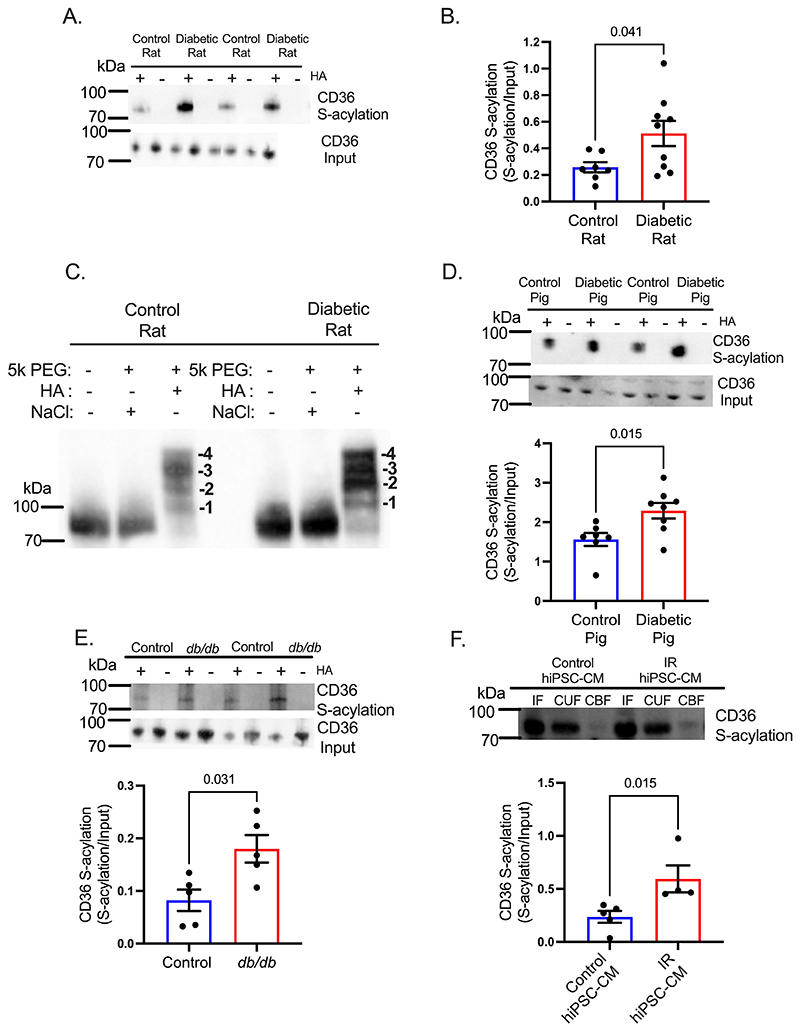
Diabetes increases cardiac CD36 S-acylation across species. Diabetic rats had increased cardiac CD36 S-acylation (**A-B**), compared with controls. CD36 is S-acylated on four cysteine residues in hearts from control and diabetic rats (**C**). Cardiac CD36 S-acylation is increased in diabetic pigs (**D**), *db/db* mice (**E**) and insulin-resistant human iPSC-CM (**F**), compared with their respective controls. +HA or CBF, S-acylated protein; -HA, negative control; IF, Input fraction; CUF, un-acylated protein. Data (B,D) were compared using a two-tailed unpaired *t* test, and (E,F) compared using a Mann-Whitney test (data show the mean ± SEM).

**Figure 3:**
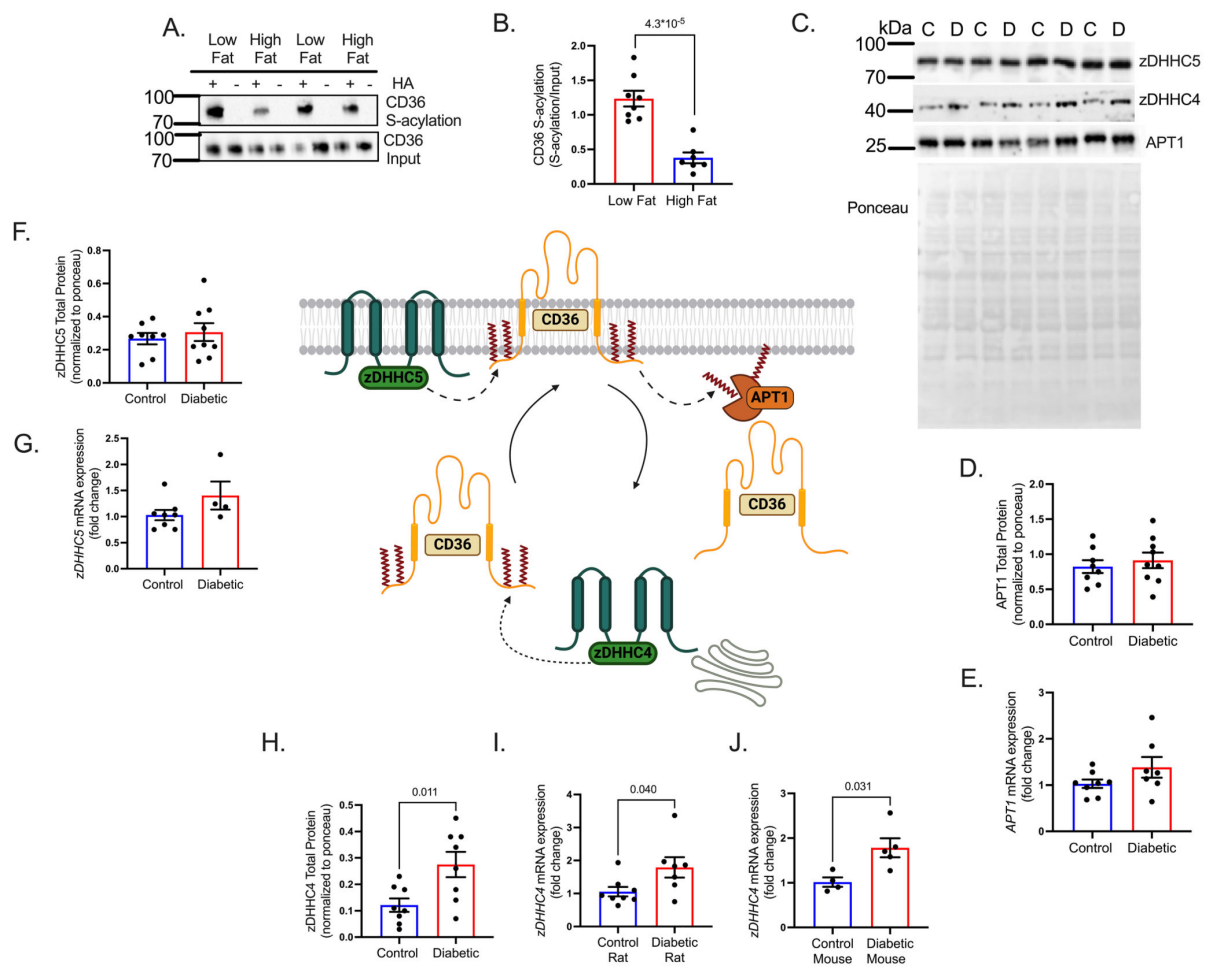
Diabetes increases expression of the S-acylating enzyme zDHHC4. Perfusion with a high fat buffer decreased CD36 S-acylation, compared with low fat perfused heart (**A-B**). Representative western blot images showing zDHHC4, zDHHC5 and APT1 protein levels in control and diabetic hearts (**C**). APT1 (**D-E**) and zDHHC5 (**F-G**) protein and mRNA expression were not significantly different between control and diabetic hearts. In contrast, zDHHC4 total protein was significantly increased in diabetic hearts, compared with controls (**H**). *zDHHC4* mRNA from diabetic rats (**I**) and diabetic mice (**J**) were significantly increased, compared with their respective controls. +HA, S-acylated protein; -HA, negative control. Data (B-F,H-I) were compared using a two-tailed unpaired *t* test, and (G,J) were compared using a Mann-Whitney test (data show the mean ± SEM).

**Figure 4:**
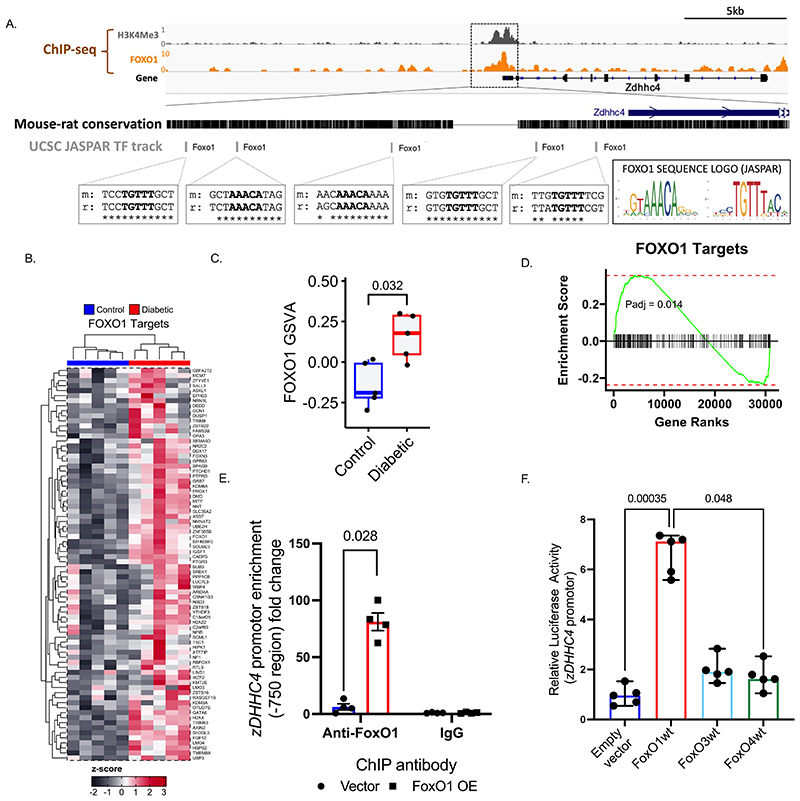
The transcription factor FoxO1 drives enhanced z*DHHC4* expression. Genomic regions around the mouse z*DHHC4* gene alongside tracks showing ChIP-seq signal for the promoter mark H3K4Me3 in mouse cardiomyocytes, and the FoxO1 transcription factor in adult mouse heart (**A**). JASPAR transcription factor track on UCSC identified five mouse-rat conserved FoxO1 binding motifs within the promoter region (core motif in bold alongside the JASPAR sequence logo for FoxO1 in both orientations) (**A**). FoxO1 target gene enrichment scores (**D**) and heat map visualisation of FoxO1 target genes demonstrate clustering between control and insulin-resistant h iPSC-CM (**B)**. Single sample enrichment scores for the FoxO1 pathway for the genes belonging to the FoxO1 pathway were increased in insulin-resistant hiPSC-CM, compared with controls (**C**). FoxO1 binds to the *zDHHC4* promotor in H9c2 cardiomyocytes measured by chromatin immunoprecipitation/quantitative (q)PCR, which is absent in the IgG control group (**E**). Transfection of a luciferase reporter construct encoding the *zDHHC4* promoter into H9c2 cardiomyocytes demonstrated increased luciferase activity in the presence of the *FoxO1* WT plasmid relative to empty vector and *FoxO4* WT plasmid (**F**). Data (C, E) were compared using a Mann-Whitney test (data show the mean ± SEM). Data (D) presents the Benjamini and Hochberg FDR corrected *p* value for the enrichment of FOXO (controlling the FDR for the 1,115 total pathways included). Data (F) were compared using a Kruskal-Wallis test with Dunn’s multiple comparison post hoc test (data show the median ± 95% CI).

**Figure 5:**
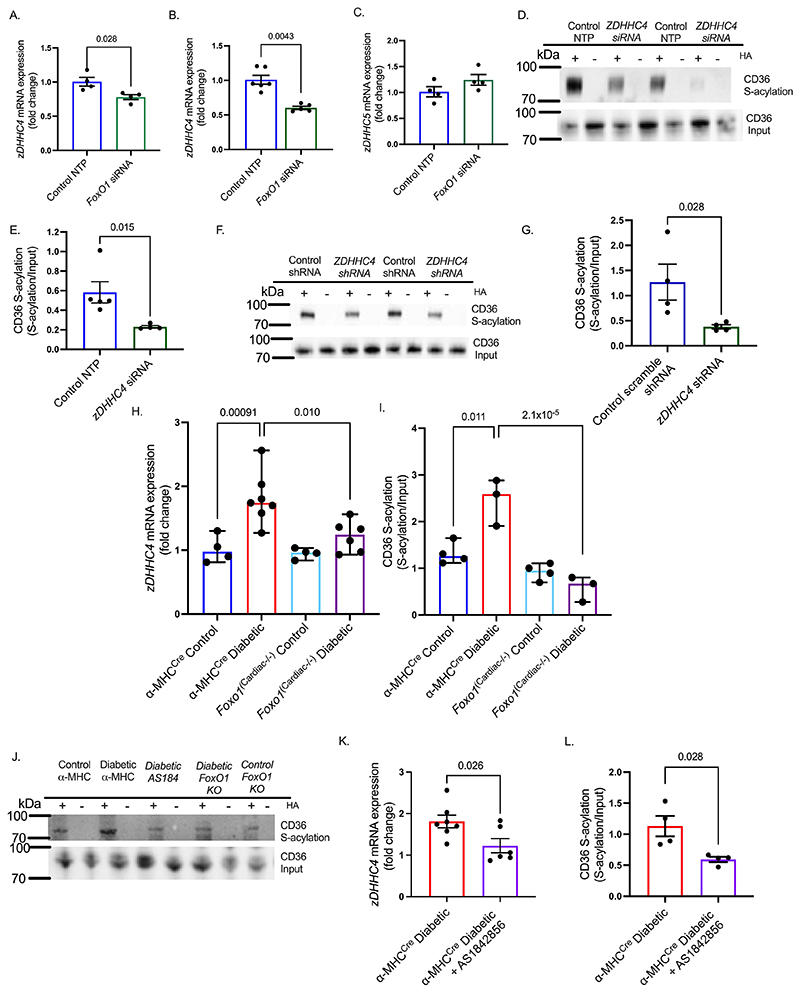
A FoxO1-zDHHC4-CD36 S-acylation axis in diabetes In hiPSC-CM (**A**) and endothelial sEnd.1 cells (**B**), transfection with *FoxO1* siRNA decreased the expression of *zDHHC4* mRNA relative to non-target pool (NTP) control siRNA. In contrast, *FOXO1* siRNA did not significantly change the expression of *ZDHHC5* in hiPSC-CM (**C**). In hiPSC-CM, transfection with *ZDHHC4* siRNA decreased CD36 S-acylation (**D-E**). In neonatal rat ventricular myocytes, lentivirus transduction with *zDHHC4* shRNA decreased CD36 S-acylation, relative to control scramble shRNA (**F-G**). Expression of *zDHHC4* mRNA (**H**) and CD36 S-acylation (**I-J**) were increased in diabetic *α*MHC^Cre^ mice compared with chow fed MHC^Cre^ controls, but not in the diabetic *FoxO1*^Cardiac-/-^ littermates. *zDHHC4* mRNA expression (**K**) and CD36 S-acylation (**J**,**L**) were decreased in diabetic *α*MHC^Cre^ mice pharmacologically treated with the FoxO1 inhibitor AS1842856, compared with vehicle-treated diabetic *α*MHC^Cre^ mice. +HA, S-acylated protein; -HA, negative control. Data (A-G, L) were compared using a Mann-Whitney test, and (K) compared using an unpaired t-test (data show the mean ± SEM). Data (H-I) were compared using aligned ranks transform based nonparametric ANOVA, with estimated post-hoc pairwise contrasts through the method described by Elkin *et al* ^45^ and the Benjamini-Hochberg FDR correction procedure (data show the median ± 95% CI).

**Figure 6:**
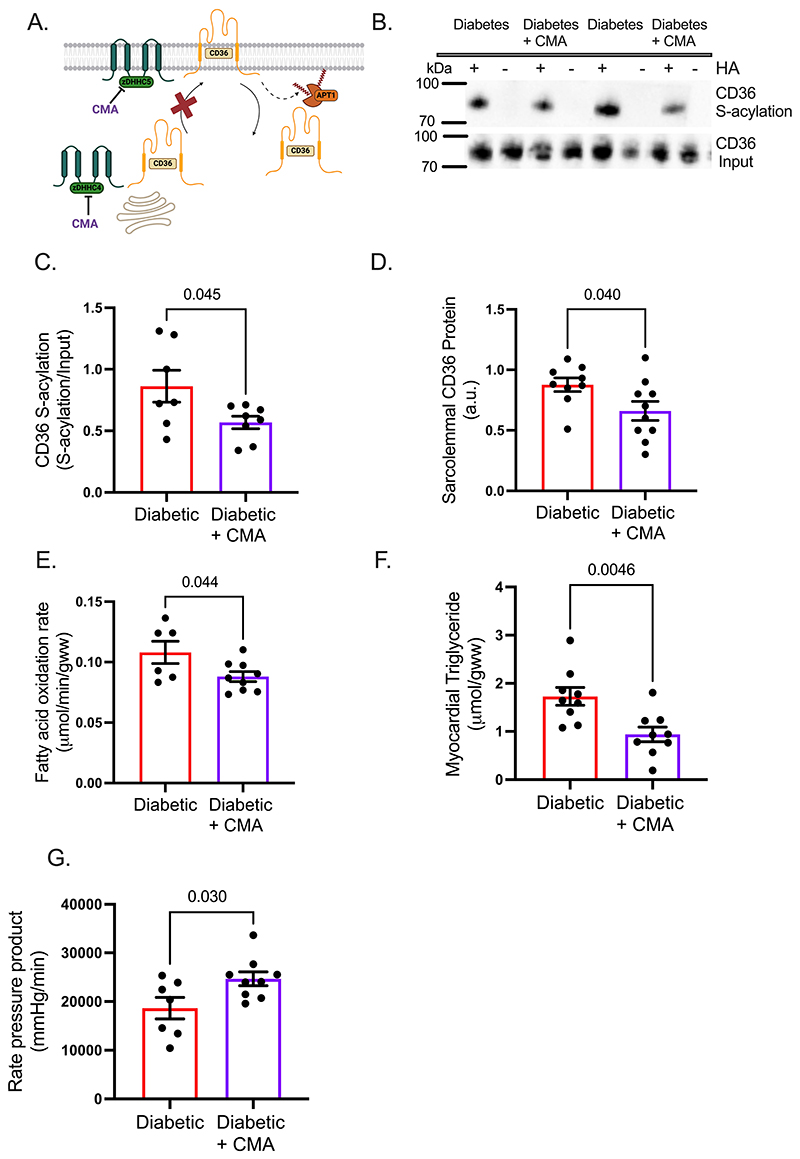
Pharmacologically inhibiting the S-acylating zDHHC enzymes corrects metabolism and function in the diabetic heart. The zDHHC inhibitor cyano-myracrylamide (CMA) (**A**) decreased CD36 S-acylation in diabetic hearts, compared with untreated diabetic hearts (**B-C**). Sarcolemmal CD36 (**D**), fatty acid oxidation rates (**E**) and myocardial triglyceide concentrations (**F**) were decreased in diabetic hearts treated with CMA, compared with untreated diabetic hearts. CMA-treatment of diabetic hearts significantly improved cardiac function as assessed by rate pressure product (**G**), compared with untreated diabetic hearts. +HA, S-acylated protein; -HA, negative control. Data (C-G) were compared using a two-tailed unpaired *t* test (data show the mean ± SEM).

**Figure 7:**
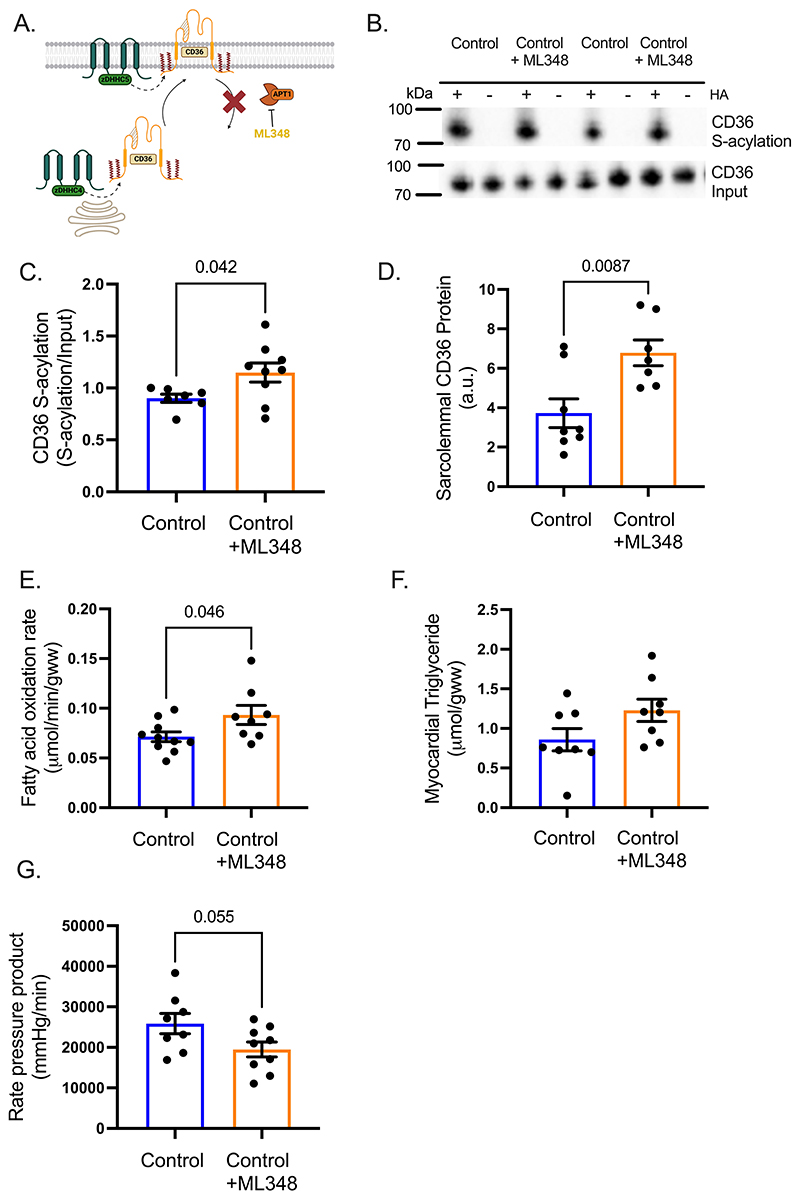
Preventing de-acylation in control hearts recapitulates the excessive fatty acid metabolism seen in diabetic hearts. The APT1 inhibitor ML348 (**A**) increased CD36 S-acylation in control hearts, compared with untreated control hearts (**B-C**). Sarcolemmal CD36 (**D**), fatty acid oxidation rates (**E**) and myocardial triglyceride concentrations (p = 0.08) (**F**) were increased in control hearts treated with ML348, compared with untreated hearts. ML348-treatment of control hearts depressed cardiac function (p = 0.05) as assessed by rate pressure product (**G**), compared with untreated control hearts. +HA, S-acylated protein; -HA, negative control. Data (C-G) were compared using a two-tailed unpaired *t* test (data show the mean ± SEM).

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

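RNA sequencing counts of 20 libraries from hiPSC-CM were analysed, 5 from each of 4 groups: control and insulin-resistant hiPSC-CM in normoxia, and both kinds of cells after 16 h at 2% oxygen (hypoxia). The groups and replicate numbers were taken from the sample labels. Fig. 4B-D shows 5 control and 5 insulin-resistant samples, which were matched to the normoxia libraries. The paper's text describes no hypoxia, and the hypoxia libraries were analysed apart from the paper's comparison. All 20 columns of the deposited table were used. Its values are whole numbers in units of estimated counts, made by the authors from trimmed reads with Salmon on GRCh38, and no normalization or filter on low counts had been applied. How transcripts were summed to genes and which annotation release was used are not named in the paper's text. The table lists 62266 genes, 41988 by symbol and 20278 by Ensembl identifier. Of these, 60504 were matched to 1 entry of GENCODE release 44, from which positions, promoters, GC content and gene lengths were taken. A symbol listed more than once was kept as the table names it, as for MKKS_2.

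Library totals ranged from 22460460 to 30304175 counts, with a median of 26177575. In control hypoxia they ranged from 22460460 to 25870672 (median 23604335) and in insulin-resistant hypoxia from 25131913 to 28203958 (median 27972902). In all, 33258 genes had a count in any library. Between replicates of a group, the chi-square per degree of freedom over genes was 6.50 to 93.1, so the replicates vary by more than counting error and none is a copy of another. A group whose libraries all had 3 counts or fewer for a gene was treated as being at the floor. Reads carry no molecular identifiers, so such limits cover counting error only.

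Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered by filterByExpr, scaled by TMM and tested by the quasi-likelihood test with robust estimation, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. The comparisons were insulin resistance in normoxia, insulin resistance in hypoxia, hypoxia in control cells, hypoxia in insulin-resistant cells (each fitted on its own 10 libraries), and the interaction of insulin resistance and hypoxia on all 20. The interaction is the effect of insulin resistance in hypoxia minus that in normoxia. CPM values were scaled by TMM over all 20 libraries, and log2 CPM used a prior count of 2. Gene lists were tested by camera with a preset correlation of 0.01, two-sided. The tests were also run with fry and with a correlation estimated from the data. The lists, fixed before the data were examined, were genes read from the heat map of Fig. 4B (67 clear labels and 11 less certain ones), 25 known FOXO targets, 21 genes of fatty acid metabolism, 20 hypoxia genes, 15 sterol genes, 15 cardiomyocyte markers, 10 fibroblast markers, 12 proliferation genes and 31 S-acylation enzymes. A list of 20 immediate-early genes was added after ATF3 and EGR1 were seen to rise. The complete FOXO1 gene set was not used here. Motif genes were defined by TGTTTAC on either strand in windows around the gene start, and compared with 10000 random lists matched on mean expression and promoter GC content. GSVA scores were calculated with gseapy 1.3.1 in Python 3.11.15 and compared by two-sided exact permutation tests over all 252 regroupings (SciPy 1.17.1), which treat libraries as exchangeable.

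Named genes followed a rule fixed in advance: genes the paper names, the 5 largest rises and 5 largest falls with insulin resistance in normoxia among genes past the threshold that separated the groups completely, with a symbol and a mean log2 CPM of at least 1, the 3 largest of each for hypoxia in control cells, the 3 of each direction with the smallest p-values for the interaction, the 5 genes of Fig. 4B with the smallest p-values, and S-acylation enzymes past the threshold. 1 gene picked by this rule is counted with the named genes but not reported here. Other named genes are marked as chosen after their values were seen. The alternatives tried were DESeq2 1.42.0 with its Wald test, DESeq2 size factors and upper-quartile scaling in edgeR, no filter, a filter of at least 10 counts in every library, a replicate block, all 20 libraries in one fit, each library left out in turn, fry, an estimated correlation, fgsea 1.28.0, other promoter windows, less certain labels, other scores and other clustering settings. Thinning of counts to the smallest library total was added after the data had been seen. How often other splits of the libraries gave as large a result was counted over 100 of the 126 splits of 10 libraries, and for the interaction over 50 regroupings within normoxia and within hypoxia, in both cases with the real one included. The regroupings shuffled the insulin-resistance labels, so they stand for no effect of insulin resistance at all and not for a missing interaction alone.

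The procedure was tested on simulated data. With 200 genes changed among 16807, 198 were recovered and 4.35% of the calls were false. For the interaction, 190 of 200 were recovered among 17678 genes, with 2.56% false. The score test gave an exact permutation p of 0.00794 for a raised list and 0.857 for an unchanged one. The simulated gene changes were at least 2-fold, in genes above a set expression level, and genes varied independently. Of the 3809 genes called for insulin resistance in normoxia, 448 changed by at least 2-fold. The raised list rose by 0.6 on the log2 scale, against a median of 0.28 for the Fig. 4B genes. Smaller changes, many changed genes and correlated genes were not simulated.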

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

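The list of immediate-early genes, the test of fibroblast-like cells against the Fig. 4B genes, the thinning of counts and the regroupings behind the interactions of the Fig. 4B genes, known FOXO targets, hypoxia list and sterol list were chosen only after the result was seen. So were leaving out control hypoxia libraries for the interactions of lists other than the hypoxia list and of single genes, and the tests of shares of cardiomyocytes and of dividing cells. Every test of an explanation was set after the gene-level comparisons had been run.

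Some libraries lay far from the other 4 of their group in a named gene, measured on the log2 scale as the gap to the nearest library over the range of the group. CD36 was at 4.77 CPM in control normoxia replicate 1, below the other libraries, with a gap of 0.770 of the range. Without this library, the log2 fold change of CD36 with insulin resistance was 0.83 in place of 0.92. LYPLA1 was low in control hypoxia replicate 1 (48.0 CPM, 0.831 of the range) and ZDHHC5 in insulin-resistant hypoxia replicate 2 (54.7 CPM, 0.751 of the range). TXNIP was high in control hypoxia replicate 4 (81.8 CPM, 0.737 of the range). LINC00472 was high in insulin-resistant hypoxia replicate 1 (9.41 CPM, 0.730 of the range) and low in insulin-resistant normoxia replicate 1 (9.48 CPM, 0.737 of the range). These were 6 of 180 combinations of gene and group, where chance alone gives about 9. No biological explanation was tested for single libraries.

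The hypoxia libraries, on which the paper does not report, held many differences. Insulin resistance in hypoxia changed 5510 of 16852 genes at an adjusted p-value under 0.05 (2617 higher, 2893 lower). Hypoxia changed 9247 of 17027 genes in control cells and 7486 of 16974 in insulin-resistant cells. The interaction was past the threshold in 2599 of 17985 genes, 1214 with a higher and 1385 with a lower value. In each of these comparisons of 10 libraries, 1 of 100 splits, the real one, called as many genes, and for insulin resistance in normoxia this was also 1 of 100. The largest count of another split was 1168 genes for insulin resistance in normoxia, 8 for insulin resistance in hypoxia, 1 for hypoxia in control cells and 128 for hypoxia in insulin-resistant cells. For the interaction, 1 of 50 regroupings, the real one, called as many. Such regroupings remove the effect of insulin resistance as well as the interaction, which limits them as a scale for the interaction alone. Control hypoxia libraries had the smallest median total. With all counts thinned to the smallest total, 5404 genes were called for insulin resistance in hypoxia, 9089 for hypoxia in control cells, 7285 for hypoxia in insulin-resistant cells and 2535 for the interaction, so library size does not account for these 4 counts. The mitochondrial share of counts was 6.05 to 7.51% in normoxia and 3.52 to 4.99% in hypoxia, and its effect on other genes was not tested apart from the scaling alternatives. The hypoxia list rose in 20 of 20 genes in control cells (median log2 fold change 2.20) and in 20 of 20 in insulin-resistant cells (1.81), as the labels of the libraries imply. Differences in culture or processing that go with the groups stay open, beside the effects of the medium and of oxygen.

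Under camera with the preset correlation, the effect of insulin resistance differed between normoxia and hypoxia in the Fig. 4B genes and known FOXO targets. No such difference was seen in the motif genes, whose median interaction was 0.02 (1995 of 3833 higher, camera p-value 0.825). The Fig. 4B genes had a median log2 fold change of 0.00 in hypoxia (36 of 67 higher, camera p-value 0.179, as small in 45 of 100 splits), and their median interaction was -0.26 (51 of 67 lower, camera p-value 6.08e-07, adjusted over the lists 2.74e-06). Adjusted in the same way, this interaction passed under fry (0.000687) but not with an estimated correlation (0.119), and 8 of 50 regroupings gave a camera p-value as small. Since the genes were chosen in normoxia, some loss in other libraries follows from the choice. In 10000 random lists matched on their normoxia change, the median change in hypoxia was typically 0.11, and the Fig. 4B genes tested in both conditions, at 0.02, lay at percentile 2.83 (two-sided value 0.0566), so regression to the mean could account for the difference. A smaller share of fibroblast-like cells would need the fibroblast list to fall less in hypoxia, but its median interaction was -0.06 (camera p-value 0.735). Single control hypoxia libraries do not account for it, as the median interaction was -0.23 or lower without any of them. Known FOXO targets had a median interaction of -0.23 (16 of 23 lower, camera p-value 0.000431, adjusted 0.000860, adjusted fry 0.00105, adjusted with an estimated correlation 0.119), and 1 of 50 regroupings, the real one, gave a value as small. Their median log2 fold change with insulin resistance in hypoxia was -0.09 (camera p-value 0.0355), and 1 of 100 splits, the real one, gave a value as small. Without control hypoxia replicate 4, this median was 0.02 and the camera p-value 0.453, so the fall in hypoxia rests on that library. The interaction rests on it in part, since its median without that library was -0.19 (camera p-value 0.0237), the value closest to 0 among those without 1 control hypoxia library. Known FOXO targets may thus respond to insulin resistance in another way under hypoxia, a hypothesis that other technical explanations, untested here, leave open.

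The hypoxia list had a median interaction of -0.20 (14 of 20 lower, camera p-value 0.000478, adjusted 0.000860), a smaller response in insulin-resistant cells. Adjusted over the lists, it passed neither under fry (0.0716) nor with an estimated correlation (0.443), so chance is not excluded. Of 50 regroupings, 11 gave a camera p-value as small, a count that is no exact scale for the interaction. The tables argue against scaling, since the median was still -0.14 under the scaling that weakened it the most, and against single control hypoxia libraries, since it was -0.19 or lower without any of them. After trends with GC content and gene length were removed, the list lay at percentile 0.730 of random lists. The sterol list had a median interaction of 0.42 (11 of 14 higher, camera p-value 3.71e-05, adjusted 0.000111, adjusted fry 0.00105, adjusted with an estimated correlation 0.119), as small in 2 of 50 regroupings. Without any 1 of the control hypoxia libraries the median of the sterol list was 0.31 or higher. Other technical explanations of the sterol result were not tested, and a biological one, a change of lipid supply with the medium, stays open as untested.

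The immediate-early genes had a median interaction of -1.42 (18 of 20 lower, camera p-value 1.73e-10, adjusted 1.56e-09), past the threshold under fry (adjusted 0.0109) and not with an estimated correlation (adjusted 0.194). A camera p-value as small was reached by 2 of 50 regroupings. Without any 1 of the control hypoxia libraries the median was -1.11 or lower. These genes respond quickly to handling, so a difference in how the cultures were harvested may produce this pattern, and no test here bears on that. Control hypoxia replicate 4 was the highest of its group in EGR1 (311 CPM), FOS (281 CPM), TGFA (13.6 CPM) and ATF3 (61.2 CPM).

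Of 44 named genes, 21 had an interaction past the threshold, 7 higher and 14 lower. Higher log2 interactions were fitted for TXNIP (3.25), CAV3 (2.52), ARRDC4 (1.58), TUBA1A (1.32), LINC00472 (1.29), ZDHHC12 (0.74) and LYPLA2 (0.49). Lower ones were fitted, among others, for TGFA (-4.55), FOS (-3.39), EGR1 (-3.35), CSF1 (-2.08), OTUD1 (-1.71), DEPP1 (-1.68), RBM24 (-1.46), SLC2A4 (-1.01), TRIM63 (-0.98), SLC2A1 (-0.84), FOXO3 (-0.45), IGSF1 (-0.44) and GATA6 (-0.39). ARRDC4, TUBA1A, LINC00472, CSF1, DEPP1 and RBM24 had been picked for their interaction. CAV3 was at or under 3 counts in every control hypoxia library, at least 7.57-fold lower than in control normoxia and at least 3.52-fold lower than in insulin-resistant hypoxia, so its fitted value depends on the prior count. TUBA1A and FOXO3 have close copies in the genome, and the effect of reads shared with them was not tested. With upper-quartile scaling the median interaction of all genes moved from 0.03 to 0.09, less than the size of any interaction named here. TGFA, FOS, EGR1 and TXNIP were most extreme in control hypoxia replicate 4, and without that library their interactions were -3.96, -2.88, -2.53 and 3.85, each still past the threshold. A different response of insulin-resistant cells to hypoxia stays open for these genes beside handling, and other technical explanations were not tested for single genes.

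Lists other than those of FOXO targets changed with insulin resistance in normoxia. Fibroblast markers fell in 9 of 10 genes (median log2 fold change -0.75, camera p-value 6.63e-18, as small in 1 of 100 splits). Cardiomyocyte markers rose in 14 of 15 (median 0.42, 3.07e-11, 2 of 100 splits), proliferation genes in 11 of 12 (median 0.69, 9.51e-12, 2 of 100 splits) and genes of fatty acid metabolism in 16 of 18 (median 0.20, 3.81e-06, 4 of 100 splits). These 4 lists also passed under fry and under an estimated correlation, with adjusted values of at most 0.0408 in the latter. The most abundant fibroblast markers went from 11278 to 3543 CPM (FN1), from 4158 to 2664 CPM (COL3A1) and from 3819 to 1824 CPM (COL1A1), levels chosen for print after they were seen. The list of genes of fatty acid metabolism shares 1 gene, PDK4, with the known FOXO targets. All 10 fibroblast markers were expressed in these cultures. The fibroblast markers changed by different amounts, from -1.97 to 0.08 (heterogeneity p-value 1.59e-43). A smaller share of fibroblast-like cells alone would lower its markers alike only if other cells did not express them, which was not measured. The test therefore argues against an equal change of all markers and does not decide on cell shares. GC content and gene length do not account for the fall, as the list lay at percentile 0 of random lists after their trends were removed. A change of matrix genes within the cells and a change of cell shares, alone or together, stay open, and the medium is a candidate source. By the same test, the cardiomyocyte markers changed by different amounts, from -0.07 to 0.87 (heterogeneity p-value 3.29e-21). So did the proliferation genes, from -0.02 to 0.97 (7.46e-09). For the same reason, this does not exclude a larger share of cardiomyocytes or of dividing cells. Cell shares, a change within the cells, and the medium stay open for these 2 lists. Whether cell shares bear on the rise of the FOXO lists in normoxia was not tested. For genes of fatty acid metabolism, no technical explanation beyond other splits was tested.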

How the results depend on the processing

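The alternatives were fixed before the data were examined, except the thinning of counts, which was chosen after seeing the data. The counts of genes past the threshold stayed within 1.5 times the reported ones under each alternative run. They ranged from 2928 to 4409 for insulin resistance in normoxia, 4593 to 6245 for insulin resistance in hypoxia, 8657 to 9706 for hypoxia in control cells, 6708 to 8125 for hypoxia in insulin-resistant cells and 2026 to 3061 for the interaction. With 1 library left out, the ranges were 2928 to 4409, 4593 to 5638, 8657 to 9478, 6708 to 7727 and 2095 to 2835 in the same order. The DESeq2 Wald test, the tool the paper names, called 4208 genes for insulin resistance in normoxia. Upper-quartile scaling changed the balance of directions, as did other alternatives. It gave 1487 higher and 2299 lower for insulin resistance in normoxia, 3076 higher and 2565 lower for insulin resistance in hypoxia, where the balance reversed, and 3618 higher and 3835 lower for hypoxia in insulin-resistant cells. For hypoxia in control cells it gave 3815 higher and 5741 lower, also a reversal, and the median of all genes moved from -0.01 to -0.11. For the interaction, the balance reversed to 1730 higher and 1075 lower. DESeq2 size factors moved the interaction the other way, to 1028 higher and 1547 lower. They also reversed hypoxia in insulin-resistant cells, to 3778 higher and 3707 lower, where upper-quartile scaling had moved the balance little. The fit of all 20 libraries reversed hypoxia in control cells, to 4657 higher and 5049 lower.

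For the Fig. 4B genes in normoxia, the direction and the side of the threshold were kept under each alternative, with camera p-values of 1.20e-15 to 1.44e-13 when 1 library was left out. Known FOXO targets in normoxia kept both except with an estimated correlation (0.0985), which treats the genes as less independent, and were at 0.000633 to 0.00716 with 1 library left out. In hypoxia, the Fig. 4B genes passed the threshold only with fgsea (0.0195), at a median log2 fold change of 0.00, and the cause was not tested. With 1 library left out they were at 0.0746 to 0.328, and the median was 0.06 without insulin-resistant hypoxia replicate 2 and -0.02 without replicate 1. Known FOXO targets in hypoxia were at 0.124 with an estimated correlation and at 0.0141 to 0.453 with 1 library left out, the highest without control hypoxia replicate 4, where the median was 0.02. Without control hypoxia replicate 1 their median fell to -0.15. Without insulin-resistant hypoxia replicate 5 they were at 0.0586. The sterol list in normoxia passed with fry (0.000979), at a median of -0.16, and the cause was not tested. The motif genes did not pass with another window or with fry, and the other 5 lists in normoxia kept their side of the threshold with fry and with an estimated correlation, the alternatives run on them.

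The GSVA difference in normoxia was 0.960 to 1.05 in the 10 comparisons that left out 1 library. Each had an exact permutation p = 0.00794, the smallest that 5 libraries against 4 allow, and with replicate numbers as blocks the exact p = 0.0625, the smallest that 5 pairs allow, so these p-values say nothing about stability. The correlation across genes between libraries of the same number was -0.0941 to 0.134 over 30 pairs, little sign of pairing, though genes are not independent replicates. Replicate 1 nevertheless had the highest mitochondrial share of its group in control and insulin-resistant normoxia (7.43 and 7.51%) and hypoxia (4.99 and 4.32%). It also had the highest Fig. 4B score of its group (-0.311 and 0.688 in normoxia, 0.244 and 0.317 in hypoxia). A shared effect of the replicate number is thus not excluded. In hypoxia the p of the score stayed between 0.246 and 0.921 (exact permutation tests with 1 library left out). The difference of 0.0978 was 0.0233 without insulin-resistant hypoxia replicate 1 and 0.207 without replicate 2, so its size is not fixed by these data. Clustering misplaced 0 libraries in each tree that left out 1, but 5 with 1 minus the Pearson correlation, which removes the common level of the genes by construction, and 2 with all genes tested, where the cause was not tested.

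Of 714 values of 42 named genes in normoxia under the alternatives, 661 kept their direction and side of the threshold, 42 in 9 genes lost the threshold, 11 in 4 genes gained it, and 0 changed direction. LYPLA1 passed only with upper-quartile scaling (log2 fold change -0.18, adjusted p = 0.0470), against adjusted p-values of up to 0.233 under other alternatives. Depth limits CAV3 in control hypoxia and CYP26A1 in control normoxia, where every library had 3 counts or fewer, so that their fold changes against these groups are lower bounds.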

Differences from the paper's values

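The median GSVA score of the FOXO1 targets was -0.537 in control hiPSC-CM, against the paper's value of about -0.19 in Fig. 4C, read by eye. In insulin-resistant hiPSC-CM it was 0.511, against the paper's about 0.18 in Fig. 4C, read by eye. The paper's values are the lines inside the boxes, read here as medians, while the legend of the figure names means. The means here were -0.504 and 0.512. The values here rest on the genes read from Fig. 4B. With the less certain labels added the medians were -0.518 and 0.462, and with DESeq2 normalized counts -0.529 and 0.520. The mean z-score, on another scale, had medians of -0.705 and 0.595. Neither these alternatives, set before the data were examined, nor the 10 that left out 1 library closed the gap in either group, and the replicate block does not change a group's median. Each of them scored genes read from Fig. 4B in place of the complete set, so they say little about the gap.

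The heat map of Fig. 4B shows genes that contribute to a higher FOXO1 score. SLC35A2, one of its labels that were read with less certainty, had a log2 fold change of -0.29 with insulin resistance in normoxia (adjusted p = 0.0138).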

Other observations

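The handling of cultures as a source of the immediate-early pattern, the splits and left-out libraries behind the changes of FOXO lists with hypoxia, and the splits behind the other lists with insulin resistance in hypoxia, were tests chosen only after the result was seen.

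The values of S-acylation enzymes that follow are from insulin-resistant and control hiPSC-CM. ZDHHC4 (chromosome 7, 6577434 to 6589374) was at 38.3 ± 3.49 CPM in control and 35.5 ± 1.58 CPM in insulin-resistant hiPSC-CM (SD, n = 5 each), with a log2 fold change of -0.10 (standard error 0.07, adjusted p = 0.321) in normoxia. In hypoxia, its log2 fold change with insulin resistance was 0.13 (adjusted p = 0.206), and the interaction was 0.24 (adjusted p = 0.127). Hypoxia in control cells changed it by -0.21 (adjusted p = 0.0299). The paper reports higher zDHHC4 mRNA in diabetic rat and mouse hearts, and lower ZDHHC4 after FOXO1 silencing in hiPSC-CM. Its text gives no ZDHHC4 mRNA for insulin-resistant hiPSC-CM. In these cells no rise was seen here in normoxia, although the Fig. 4B genes were higher. Hearts of other species and cultured human cells are unlike samples. In normoxia, ZDHHC5 had a log2 fold change of -0.08 (adjusted p = 0.469) and LYPLA1, which encodes APT1, of -0.15 (adjusted p = 0.109), the latter passing with upper-quartile scaling. Of 31 S-acylation enzymes, 29 were tested, 9 higher and 20 lower, and 5 passed the threshold (4 when adjusted over the list alone). These were ZDHHC7 (0.21), LYPLA2 (-0.20), ZDHHC9 (-0.22), ZDHHC12 (-0.33) and PPT1 (-0.33), and of them PPT1 passed under each alternative, ZDHHC12 under each but the fit of all 20 libraries, and the others lost the threshold under several, among them fits without 1 library. In the human ZDHHC4 promoter, from 2000 bp upstream to 100 bp downstream of the start (chromosome 7, 6575454 to 6577554), TGTTTAC occurred 0 times on either strand and its shorter core 9 times, at a GC content of 47.8%. The paper's motifs were found in mouse and rat with another tool.

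CD36 (chromosome 7, 80369575 to 80679277) was at 6.72 ± 1.13 CPM in control and 12.7 ± 1.98 CPM in insulin-resistant hiPSC-CM (SD, n = 5 each), with a log2 fold change of 0.92 (standard error 0.13, adjusted p = 9.65e-05), and its log2 fold change in hypoxia was 0.82 (adjusted p = 2.70e-05). Control normoxia replicate 1 was low in CD36. SLC2A4 rose by a log2 fold change of 0.61 (adjusted p = 0.000103) in normoxia and CAV3, at few counts and not past the threshold in some fits under other settings, by 0.75 (adjusted p = 0.0396). GOT2 (-0.04, adjusted p = 0.731) and SLC2A1 (-0.11, adjusted p = 0.508) did not pass. FOXO1 had a log2 fold change of -0.01 with insulin resistance in hypoxia (adjusted p = 0.941), and its interaction was -0.34 (adjusted p = 0.137).

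Of the 16394 genes tested for insulin resistance in both normoxia and hypoxia, 3752 and 5428 passed the threshold and 2029 did so in both, where independence would give 1242. Of these, 1779 changed in the same direction and 250 in opposite directions. Fibroblast markers had a median log2 fold change of -0.82 in hypoxia (camera p-value 4.29e-10), cardiomyocyte markers of 0.29 (0.0112), proliferation genes of 0.75 (8.69e-14), genes of fatty acid metabolism of 0.15 (0.0371), the sterol list of 0.20 (0.00708) and the hypoxia list of -0.31 (3.22e-06). Values as small were given by 2, 31, 1, 28, 35 and 1 of 100 splits in the same order, so chance is not excluded for cardiomyocyte markers, genes of fatty acid metabolism and the sterol list. With an estimated correlation, the adjusted p-values were 0.0681, 0.266, 0.0224, 0.270, 0.266 and 0.0224. In hypoxia the GSVA score of the Fig. 4B genes was -0.0484 ± 0.275 in control and 0.0494 ± 0.280 in insulin-resistant hiPSC-CM (SD, n = 5 each, exact permutation test, p = 0.579).

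Other splits of the 10 normoxia libraries give a scale for set tests with a preset correlation. The Fig. 4B genes had a camera p-value as small as the real one in 4 of 100 splits, and the median of the other splits was 2.05e-05. For known FOXO targets the count was 11 of 100, so a chance division of the libraries could give their rise. GC content and gene length do not account for it, since the list lay at percentile 97.9 of random lists after their trends were removed. For motif genes the count was 67 of 100, and their median lay at percentile 91.5 of 10000 matched random lists. With a window from 500 bp upstream to 100 bp downstream the percentile was 67.7, and with one from 2000 bp upstream to 2000 bp downstream it was 99.98, at a median log2 fold change of 0.02 and a camera p-value of 0.258. Such lists treat genes as independent of each other. The hypoxia list (median -0.07, camera p-value 0.163) and the sterol list (median -0.16, camera p-value 0.0867) had values as small in 72 and 25 of 100 splits.

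Known FOXO targets rose with hypoxia in control cells in 20 of 23 genes, by a median log2 fold change of 0.93 (camera p-value 2.91e-12), and in insulin-resistant cells by 0.44 (3.41e-08, as small in 1 of 100 splits). The list shares BNIP3 and MXI1 with the hypoxia list, and DDIT4 is also a known hypoxia gene. Without these genes the camera p-value in control cells was 8.12e-07, at a median of 0.86. After trends with GC content and gene length were removed, the list lay at percentile 100 of random lists, and 1 of 100 splits, the real one, gave a value as small. Without any 1 of the control hypoxia libraries the median was 0.90 or higher. The other FOXO lists did not share this rise under camera. In control cells, 41 of 66 Fig. 4B genes were higher with hypoxia (median 0.20, camera p-value 0.0775, fry 0.000850, estimated correlation 0.408, as small in 40 of 100 splits), and motif genes had a median of -0.03 (camera p-value 0.949, fry 0.00104 towards higher values, as small in 90 of 100 splits). Activation of FOXO factors in hypoxic control cells may be put forward for the known targets alone, as a hypothesis found and tested on the same libraries, and binding was not measured here. Chosen after their values were seen, IRS2 rose by 3.50 in control and 0.73 in insulin-resistant cells, and FBXO32 by 2.07 and 0.36. Control hypoxia replicate 4 had the highest values of its group in IRS2 (281 CPM) and PDK4 (29.2 CPM).

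Immediate-early genes were higher with insulin resistance in normoxia in 15 of 20 genes, by a median log2 fold change of 0.54 (camera p-value 0.000769, fry 0.0347, estimated correlation 0.261), as small in 43 of 100 splits. Their mean z-score was 0.365 ± 0.662 in insulin-resistant and -0.365 ± 0.0360 in control libraries (SD, n = 5 each, two-sided exact permutation test, p = 0.0318). The lowest insulin-resistant library (-0.372) lay below the highest control library (-0.327). The list was chosen after 2 of its genes were seen to rise in these libraries, so these values are not independent evidence and do not bear on the cause. Handling of the cultures at harvest cannot be told apart from an effect of the medium, because each group was cultured in its own medium and the order of harvest was not used here.

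Among the largest changes with hypoxia in control cells, FOS went from 8.44 ± 1.41 to 125 ± 90.9 CPM (log2 fold change 3.91) and TGFA from 0.187 ± 0.147 to 5.71 ± 4.66 CPM (4.93), both with wide spread. CYP26A1 was at or under 3 counts in each control normoxia library and at least 63.2-fold higher in control hypoxia. SLC2A2 went from 3.45 ± 0.214 to 0.263 ± 0.186 CPM (-3.67) and TXNIP from 406 ± 27.8 to 33.9 ± 27.1 CPM (-3.56). MKKS_2, a second entry of the symbol MKKS with many counts of 0, had a fitted log2 fold change of -3.36.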
